# Characterization of Bacterial Transcriptional Regulatory Networks in *Escherichia coli* through Genome-Wide In Vitro Run-Off Transcription/RNA-seq (ROSE)

**DOI:** 10.3390/microorganisms11061388

**Published:** 2023-05-25

**Authors:** Pascal Schmidt, David Brandt, Tobias Busche, Jörn Kalinowski

**Keywords:** RNA-seq, run-off in vitro transcription, RNA polymerase, sigma factor, TSS, promoter

## Abstract

The global characterization of transcriptional regulatory networks almost exclusively uses in vivo conditions, thereby providing a snapshot on multiple regulatory interactions at the same time. To complement these approaches, we developed and applied a method for characterizing bacterial promoters genome-wide by in vitro transcription coupled to transcriptome sequencing specific for native 5′-ends of transcripts. This method, called ROSE (run-off transcription/RNA-sequencing), only requires chromosomal DNA, ribonucleotides, RNA polymerase (RNAP) core enzyme, and a specific sigma factor, recognizing the corresponding promoters, which have to be analyzed. ROSE was performed on *E. coli* K-12 MG1655 genomic DNA using *Escherichia coli* RNAP holoenzyme (including σ70) and yielded 3226 transcription start sites, 2167 of which were also identified in in vivo studies, and 598 were new. Many new promoters not yet identified by in vivo experiments might be repressed under the tested conditions. Complementary in vivo experiments with *E. coli* K-12 strain BW25113 and isogenic transcription factor gene knockout mutants of *fis*, *fur*, and *hns* were used to test this hypothesis. Comparative transcriptome analysis demonstrated that ROSE could identify *bona fide* promoters that were apparently repressed in vivo. In this sense, ROSE is well-suited as a bottom-up approach for characterizing transcriptional networks in bacteria and ideally complementary to top-down in vivo transcriptome studies.

## 1. Introduction

Most bacteria must quickly adapt to changing environmental conditions, such as temperature, pH, osmolarity, or nutrient availability. Gene expression can be regulated at every step, from transcription to post-translational processing; however, transcription and, more accurately, transcription initiation is the first and most widely regulated step in bacteria [1]. One important mechanism of regulating transcription initiation is either repression or activation by DNA-binding transcription factors (TFs). Another widely found mechanism of transcription regulation is using multiple forms of RNA polymerase consisting of RNA polymerase core enzymes and different sigma factors, each allowing specific recognition of distinct promoter sequences. Bacteria can quickly reprogram their transcriptional landscape using several sigma factors to cope with extracellular and intracellular stress factors and the changing environment [2].

In *E. coli*, seven sigma factors have been described: the primary sigma factor σ^70^ and six alternative sigma factors (σ^54^, σ^38^, σ^32^, σ^28^, σ^24^, and σ^19^). σ^70^ is the housekeeping sigma factor responsible for the transcription of most growth-related genes. The consensus sequence of σ^70^-dependent promoters (5′-TTGACA-17-TATAAT) is well known and highly conserved among σ^70^-dependent promoters. However, the −10 region, which occurs about seven base pairs upstream of the transcription start site, shows a higher level of conservation than the −35 region in *E. coli* [3]. 

The run-off transcription-microarray analysis (ROMA) method has been described for genome-wide analysis of transcription regulated by sigma factors [4]. Here, purified RNA polymerase holoenzyme is used for the in vitro transcription on fragmented genomic DNA. Transcribed mRNA species are then identified by DNA microarray hybridization, representing all genes of the respective genome. After the initial ROMA experiments conducted for the transcriptional profiling of *Bacillus subtilis*, the ROMA method was successfully applied to *E. coli* and was used to disentangle the overlapping σ^70^ and σ^38^ regulons [5]. ROMA allows for the investigation of the direct effects of different sigma factors without regulatory proteins. 

ROMA also has limitations, including the lack of single-nucleotide resolution and transcriptional read-through at convergently oriented genes, possibly leading to false-positive signals. MacLellan et al. observed the extended transcription of up to 10 kb downstream of the active promoters [6]. Although co-transcription of convergent genes regularly occurs in vivo, the frequency is significantly higher in vitro. Therefore, specifically activated promoters identified by ROMA must be confirmed by alternative methods, such as in vivo reporter fusions or single-promoter in vitro transcription [4]. 

We developed run-off transcription/RNA-seq (ROSE) to overcome these limitations. ROSE employs genome-wide in vitro transcription with isolated RNA polymerase and genomic DNA. In vitro transcribed RNA analysis includes the preparation of native 5′-end-specific transcript libraries [7] and subsequent transcriptome sequencing. Mapping the sequenced 5′-ends to the genome provides distinct read stacks at the transcription start site of a given mRNA, which enables the detection of promoter sequences with single-nucleotide resolution. The method was initially developed in the frame of a PhD thesis in 2013 by combining the *E. coli* core RNA polymerase with the ECF sigma factors of *Corynebacterium glutamicum* [8]. A similar technique, regulon identification by in vitro transcription-sequencing (RIViT-seq), was recently described [9]. RIViT-seq was used to identify new target genes of 11 different sigma factors in *Streptomyces coelicolor*. Since there are several technical differences between ROSE and RIViT-seq, especially with the preparation of the primary transcript libraries and the determination of transcription start sites (TSSs), we like to keep the name ROSE and refer to the technical differences compared to RIViT-seq and their implications in more detail below. ROSE and RIVit-seq can be regarded as different flavors of a ‘bottom-up’ approach to transcription regulatory networks in bacteria. Therefore, they are ideally complementary to ‘top-down’ transcriptome analysis in vivo, e.g., by comparing wildtype and transcription factor mutant strains.

In this study, we demonstrate the power of ROSE by using the native *E. coli* RNA polymerase holoenzyme with σ^70^ to characterize bacterial transcriptional regulatory networks of *E. coli*. 

## 2. Materials and Methods

### 2.1. In Vitro Transcription on Genomic DNA Fragments

Genomic DNA from *E. coli* K-12 MG 1655, cultivated overnight on solid lysogeny broth medium [10], was isolated with three different approaches: the Quick-DNA Universal Kit (Zymo Research, Irvine, CA, USA), the NucleoSpin Microbial DNA Kit (Macherey-Nagel, Düren, Germany) and a phenol–chloroform isoamyl alcohol DNA extraction. Each isolation method was used twice to get three biological and two technical replicates for ROSE. For the phenol–chloroform extraction, the cells were treated with lysozyme, RNAse H, and proteinase K to open the cells before the phenol extraction of the DNA. All three isolation methods were made with two technical replicates. DNA was fragmented randomly to an average size of 6 kb using gTubes (Covaris, Woburn, MA, USA). Size distribution of the fragmented template DNA was checked using an Agilent Bioanalyzer with the high-sensitivity DNA kit. 1 µg of template DNA was used for a single in vitro run-off transcription reaction. In vitro run-off transcription was performed in an *E. coli* RNA polymerase buffer (New England Biolabs, Ipswich, MA, USA). Template DNA and reconstituted RNAP holoenzyme were incubated at 37 °C for 15 min, followed by the addition of NTPs to a final concentration of 200 nM each to start the transcription reaction. After 60 min, in vitro run-off transcription was terminated by five-minute incubation at 65 °C. Template DNA was digested with DNase I (Roche, Basel, Switzerland) immediately after in vitro transcription (30 min, 25 °C). In vitro transcribed RNA was purified using a Qiagen RNeasy MinElute Kit, including a second DNase digestion, and eluted in nuclease-free water. At least three independent in vitro transcription reactions were combined to obtain sufficient RNA for transcriptome sequencing. Nucleic acid concentration and purity were determined with an Xpose spectrophotometer. RNA quality and size distribution were checked on an Agilent Bioanalyzer 2100 using the RNA Pico assay. PCR amplification has ruled out residual DNA contamination with specific primers binding to the *E. coli* genome. 

### 2.2. Cultivation of the E. coli Knockout Strains

The following transcription factor deletion mutants were derived from Coli Genetics Stock Center (CGSC): #7636 (BW25113), #8758 (Δ*fur*), #10443 (Δ*fis*), and #9111 (Δ*hns*). Deletion strains were cultivated in liquid LB broth containing 50 mg/mL kanamycin in shaking flasks (37 °C, 180 rpm). After inoculation to an OD_600_ of 0.05 from an overnight liquid culture, 2 mL cell suspensions were harvested at an OD_600_ of 0.8 in the exponential growth phase and immediately frozen in liquid nitrogen and stored at −80 °C. For the wildtype strain, another sample was taken after cells reached the stationary growth phase.

### 2.3. Construction of Primary Transcript Libraries

A previously established procedure has been used to prepare the mRNA for sequencing and to enrich primary, unprocessed transcripts [7]. Shortly, 100 ng purified in vitro-transcribed RNA was fragmented to an average size of 500 nt. For in vivo-based libraries, 5 µg total RNA was initially subjected to Ribo-Zero treatment (Illumina, San Diego, CA, USA) to deplete rRNA before fragmentation. Next, transcripts harboring a 5′ di- or monophosphate were digested by terminator exonuclease (Epicentre). RNA index adapters were ligated for noise reduction in the sequencing. Furthermore, the indexed transcripts were treated with RNA 5′-polyphosphatase to enable the ligation of specific sequencing adapters. RNA adapters were ligated, and RNA was then reverse-transcribed to cDNA using a sequence-independent loop adapter. With 18 cycles of PCR, cDNA was amplified using barcoded primers to generate a multiplexed cDNA library ready for sequencing with Illumina technology.

### 2.4. Sequencing and Data Processing

High throughput single-end sequencing (1 × 75 bp) was conducted on Illumina MiSeq (San Diego, CA, USA). Reads were quality trimmed using Trimmomatic v0.3.5 [11] with the following parameters: TRAILING:3 and MINLEN:39. Forward reads were mapped to the respective *Escherichia coli* K-12 MG1655 (U00096.3) genome sequence using bowtie2 v2.3.0 [12] in single-end mode, as the 5′-ends of transcripts were of particular interest for TSS identification. 

### 2.5. Sequence Analysis

After identification of transcription start site (TSS) positions with ReadXplorer v2.2.3 [13], upstream sequences (−1 to −49) were subjected to motif enrichment analysis using either Improbizer: [14] https://users.soe.ucsc.edu/~kent/improbizer/improbizer.html (accessed on 24 May 2023) or MEME v4.1.2 [15]. Finally, sequences were aligned at conserved motif positions, and sequence logos were generated using WebLogo v3.7.0 [16]. For higher accuracy, only TSS positions detected in at least four of the six ROSE approaches were considered for sequence analysis.

## 3. Results

### 3.1. Development of ROSE and Application to the Analysis of σ^70^-Dependent Promoters in E. coli

The ROSE method was developed based on ROMA [4], which used DNA microarrays for genome-wide run-off transcription analysis. Accordingly, run-off transcription assays were performed employing the commercially available σ^70^-saturated form of *E. coli* RNA polymerase (Eσ^70^). In contrast to ROMA and RIViT-seq [9], template DNA has been fragmented to an average size of 6 kb by shearing instead of restriction enzyme treatment to avoid bias by unequal distribution of restriction enzyme recognition sites or by cutting within a promoter. In addition, commercially available Tris HCl buffer (NEB, Ipswich, MA, USA) was used instead of the potassium glutamate-based buffer system previously used in ROMA. 

Although ROSE and RIViT-seq aim for a genome-wide in vitro-transcriptome, the two approaches have distinct technical differences (see Supplemental Table S1 for a complete list). The focus of ROSE is the construction of high-quality primary transcript libraries. Therefore, the digestion of RNA having a 5′ di- or monophosphate is necessary to maximize the purification of unprocessed, primary bacterial transcripts. Moreover, ROSE uses index adapter ligation to reduce the noise in the sequencing, and the TSSs were identified in an automated fashion using the software ReadXplorer v2.2.3 [13,17]. 

Before sequencing, in vitro transcribed mRNA was subjected to native 5′-end-specific transcript library preparation [7]. 

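ROSE shows where RNA polymerase starts transcription on purified DNA when σ70 is the only sigma factor and no other regulator is present. Genomic DNA sheared to fragments of 6 kb on average served as template, with 1 µg per reaction and 60 min of transcription. The authors deposited 1 list of called TSSs for each of the 6 ROSE libraries. Each list gives the strand and position of a TSS, the count of read starts at it, the increase of read coverage in percent and the surrounding sequence. A library had 1618341 to 2210864 mappings (Table S2), of which 26.2% to 37.2% started at a called TSS. The weakest TSS in a list had 5 to 7 read starts, depending on the library. A TSS that a list lacks was not called and is not known to have had no reads. Calls of different libraries were joined when they lay within 3 nt of each other on the same strand, starting from the position with the most read starts. Read starts were divided by the mappings of their library and are given as RPM. Means over all 6 libraries take a library without a call as 0, and means at a single promoter cover the libraries that called it. The paper's text mentions no removal of PCR copies, so copies of 1 molecule may count separately. The intervals given here cover counting error only. Positions refer to the MG1655 genome that the authors mapped to.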

Sequencing on Illumina MiSeq yielded around 2 million reads per library (see Supplemental Table S2), which were quality-filtered and mapped to the respective reference genome (U00096.3). Three different approaches were tested for isolating *E. coli* K-12 MG1655 chromosomal DNA. The different isolation methods did not result in notable differences in the quality or the distribution of reads (see Supplemental Figure S1). 

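At most promoters no difference in read starts between the ways to isolate the DNA was called, with 2 libraries per method. Among TSSs called in all 6 libraries, those that differed after TMM scaling mostly had more read starts with phenol-chloroform DNA. Examples were the promoters of *lpd* (lipoamide dehydrogenase), *trxA* (thioredoxin), *gpmA* (glycolysis) and *tisB* (a toxin of the SOS response). This direction depends on the scaling and on which TSSs enter. The largest difference among the 10 TSSs with the smallest adjusted p was at the osmotically induced gene *osmC*. Across the 2198 TSSs called in all 6 libraries, Pearson's r of log2 RPM between pairs of libraries was 0.940 to 0.977. This is a correlation across TSSs, which are not replicates. The pairs from 1 isolation method had 0.952 for Macherey-Nagel, 0.970 for Zymo and 0.976 for phenol-chloroform, so libraries of 1 method were no closer to each other than some libraries of different methods.
The same TSSs were tested with edgeR's quasi-likelihood test, with 2 libraries per method and TMM scaling. Macherey-Nagel DNA differed from phenol-chloroform DNA at 88 TSSs at an adjusted p under 0.05, of which 15 were higher and 73 lower with Macherey-Nagel. Without TMM, 557 were higher and 29 lower. With TMM, but with TSSs of at least 4 libraries and uncalled ones at 0, 69 were higher and 27 lower. TSSs took a smaller share of the phenol-chloroform reads, which was not tested as the cause. Zymo DNA differed from phenol-chloroform DNA at 16 TSSs, of which 4 were higher and 12 lower with Zymo. Without TMM, these were 72 and 7, and with TSSs of at least 4 libraries and uncalled ones at 0 they were 59 and 10. For this comparison DESeq2 called 80 TSSs, and edgeR with the replicate number as a block called 6. Between Macherey-Nagel and Zymo DNA edgeR called 0 TSSs, with 133 at an unadjusted p under 0.05, and DESeq2 called 0, with 75. For comparison, edgeR gave an unadjusted p under 0.05 at 422 TSSs for Macherey-Nagel against phenol-chloroform. For Zymo against phenol-chloroform there were 377, so further differences may have gone uncalled. At *lpd* (position 127717) Macherey-Nagel DNA gave 1634 and 1876 read starts and phenol-chloroform DNA 3102 and 5460. The log2 fold change was −1.71 (standard error 0.21, adjusted p = 0.0029 from edgeR's quasi-likelihood test). At *osmC* (position 1556473) it was −2.70 (standard error 0.41, adjusted p = 0.0042 from the same test), with 8 and 14 read starts against 44 and 63. Each count rests on single libraries. Without phenol-chloroform replicate 1 no TSS differed between Macherey-Nagel and phenol-chloroform, without its replicate 2 there was 1, and without Macherey-Nagel replicate 1 there were 166. In data simulated for this comparison, the test found 67 of 100 TSSs changed 2-fold and 97 of 100 changed 4-fold, and it called 6 of 1998 unchanged TSSs. The simulated dispersion was 0.02 and that of the data 0.0352, so these rates are for less noisy data than those tested. The 2 libraries of a method are technical replicates, so p measures technical spread.

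**Figure D1:**
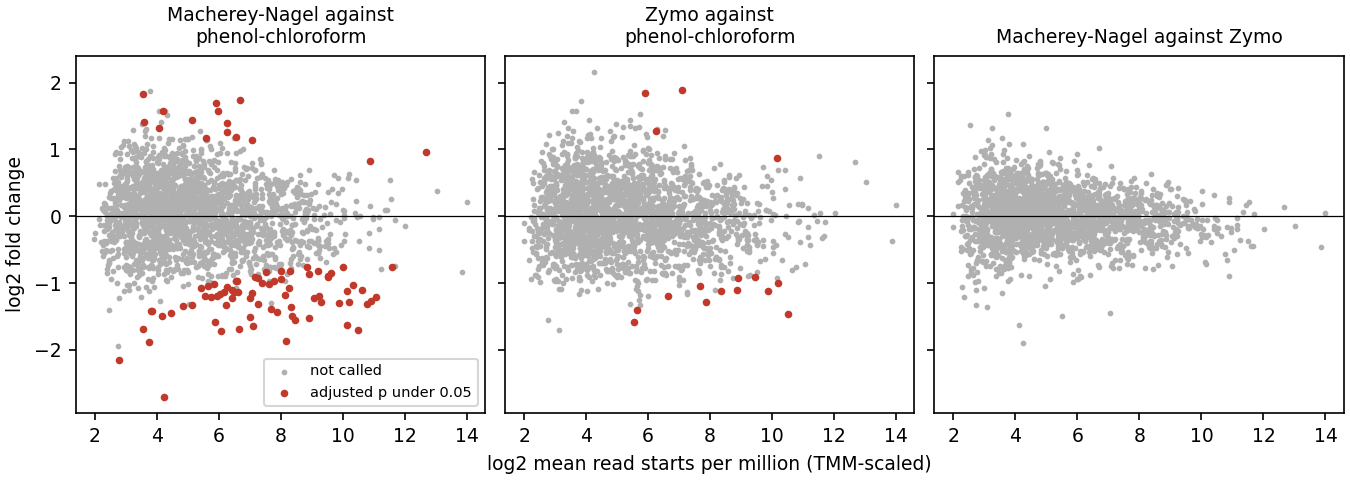
Log2 fold change (vertical axis) against log2 mean RPM after TMM scaling (horizontal axis) for the 2198 TSSs called in all 6 libraries, 1 panel per pair of isolation methods, with TSSs at an adjusted p under 0.05 in red. Most of the 88 red TSSs of the first panel lie below 0, which is fewer read starts with Macherey-Nagel than with phenol-chloroform DNA.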

Mapped reads were visualized using ReadXplorer v2.2.3 software [17], and transcription start site (TSS) detection was performed with the same tool and automatic parameter estimation (see Supplemental Table S3). The automatic TSS detection identified 3226 possible TSSs in at least four of the six ROSE runs. 

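The strongest promoters on naked DNA were not those of the translation machinery. The single TSSs with the most read starts were those of *ymfJ*, a gene of the e14 prophage, and of *recA*, a gene of the SOS response that LexA represses in cells. The promoters of *hns*, the gene of the silencer H-NS, and of the cold-shock gene *cspA* came next. Genes of metabolism whose repressors are missing from the reaction followed, among them *pdhR*, *metJ*, *purC* and *metK*.
The *ymfJ* TSS (position 1202185) had 16579 ± 4645 RPM (SD, n = 6 libraries) and that of *recA* (position 2823818) 14434 ± 2631 RPM. The *hns* TSS (position 1292958) had 8602 ± 2460 RPM and that of *cspA* (position 3719889) 6856 ± 2994 RPM. A TSS beside *ogrK* (position 2167548) had 4160.0 ± 738 RPM, and *pdhR*, *metJ*, *purC*, *hmp* and *metK* had 3331, 3232, 3060.4, 3032 and 3026 RPM. After joining calls within 3 nt, 3337 TSSs were called in at least 4 of the 6 libraries. Of these, 2198 were called in all 6, 583 in 5 and 556 in 4. Another 653 were called in 3 libraries, 861 in 2 and 2565 in 1. When the position had to be the same in each library, 3209 TSSs remained. TSSs called in all 6 libraries had a median of 31.3 RPM, those called in 5 libraries 7.50 and those called in 4 libraries 4.75, so calls that differ between libraries belong mostly to weak TSSs.

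**Figure D2:**
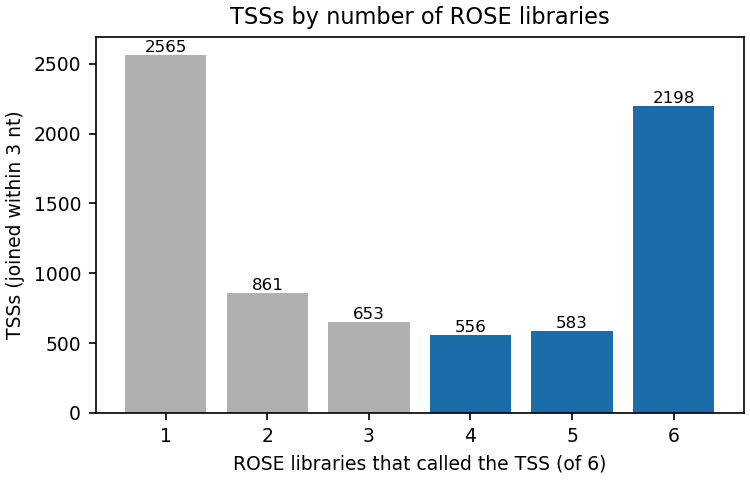
Number of TSSs (vertical axis, joined within 3 nt) by the number of ROSE libraries that called them (horizontal axis), with the TSSs called in at least 4 libraries in blue. The bar of all 6 libraries holds 2198 TSSs and that of 1 library 2565.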

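Eσ70 started most often in front of genes, and these TSSs were also the strongest. Of the 3337 TSSs, 1672 lay within 300 nt upstream of a gene start on the same strand (50.1%, exact 95% interval 48.4% to 51.8%). A further 538 lay inside a gene on the same strand (16.1%, 14.9% to 17.4%). On the strand opposite to a gene, or within 100 nt of it, were 852 TSSs (25.5%, 24.1% to 27.0%), and 137 had no gene near them (4.11%, 3.46% to 4.84%). For 138 TSSs the strand of the neighbouring gene was not known from the lists, and these were left unclassified. The median strength was 22.8 RPM for TSSs upstream of genes, 13.8 RPM inside genes, 12.3 RPM opposite to genes and 11.2 RPM for those without a gene nearby. The order of the classes matters, because a TSS can lie inside 1 gene and upstream of the next. When the position inside a gene was given precedence, 45.1% lay upstream of genes and 21.1% inside.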

Depending on their location relative to known genes, the TSSs were classified into four categories according to Sharma et al. [18]: primary TSSs (44.6%), intragenic TSSs (24.4%), antisense TSSs (27.1%) and orphan TSSs (3.9%). Primary TSSs comprise all TSSs located in a suitable distance and direction to a protein-coding region or a known transcript. Intragenic TSSs are located within a coding sequence. In sense orientation, antisense TSSs are situated on the opposite strand of a protein-coding region up to 100 bases upstream or downstream (±100 nt), and orphan TSSs do not meet any of these criteria. 

To validate the suitability of the ROSE method for promoter identification, upstream sequences of 50 nt lengths (positions −1 through −49 relative to the TSS) were extracted for further analysis. All 3226 putative promoter sequences were subjected to motif enrichment analysis using Improbizer [14]. Two distinct motifs corresponding to −10 and −35 regions of σ^70^-dependent promoters were detected independently (Figure 1). As expected from previous studies, the −10 region shows a considerably higher level of conservation [19]. In total, 3128 putative promoter sequences contained a region similar to the σ^70^ −10 consensus. 

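A −10 hexamer was counted when at least 4 of its 6 bases matched TATAAT and its last base lay 9 to 5 nt upstream of the TSS. Of the 3337 TSSs, 3111 had one (93.2%, exact 95% interval 92.3% to 94.1%). The control was 10000 random positions within the 81 nt given around called TSSs, more than 10 nt from any call on the same strand. They lie close to promoters and are no background of the whole genome. The same search there found one at 23.1% (odds ratio 45.8, 95% interval 39.7 to 52.9, 2-sided Fisher's exact test). Strength did not rise steadily with the match. The median was 26.7 RPM for the 29 TSSs with 2 matching bases, 13.8 RPM for the 196 with 3, 13.9 RPM for the 1112 with 4, 16.8 RPM for the 1599 with 5 and 25.6 RPM for the 400 with all 6. The quartiles overlap widely, from 7.00 to 40.9 RPM with 4 matches and from 12.0 to 81.0 RPM with 6. Of the 10 strongest TSSs, only *recA* had all 6 bases, while *pdhR* had 3.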

In contrast, a −35 consensus motif, namely a conserved ttGA about 35 nucleotides upstream of the transcription start site, was derived from 2922 promoter sequences. 

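A −35 hexamer was counted when at least 4 of 6 bases matched TTGACA at a spacing of 15 to 19 nt from the −10 hexamer. Where a sequence had no −10 hexamer, the spacing was taken from its best match to TATAAT. This was the case for most random positions with a −35 hexamer, since 522 of 2521 had both. It was found at 1237 TSSs (37.1%, exact 95% interval 35.4% to 38.7%) and at 25.2% of the random positions (odds ratio 1.75, 95% interval 1.61 to 1.90, p = 2.18e-38 from a 2-sided Fisher's exact test). The number depends on how many matches are required. With at least 3 matching bases 2902 TSSs had a −35 hexamer, and with at least 5 only 283. The 33 TSSs with all 6 bases had a median of 27.1 RPM and the 596 TSSs with only 2 matching bases 15.1 RPM. The strongest promoter of all, *ymfJ*, had all 6 bases at −35 and 5 at −10.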

A total of 2838 putative promoter sequences contained both −10 and −35 regions. 

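Both hexamers were present at 1131 TSSs (33.9%, exact 95% interval 32.3% to 35.5%) and at 5.22% of the random positions (odds ratio 9.31, 95% interval 8.31 to 10.4, 2-sided Fisher's exact test). With at least 3 matches for each hexamer, 2887 TSSs had both, and with at least 5 matches 108. A TG placed 1 nt before the −10 match, as in the extended −10 element, was found at 860 TSSs, of which 90.7% had a −10 hexamer. Their median strength was 19.9 RPM, against 15.4 RPM without it.

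**Figure D3:**
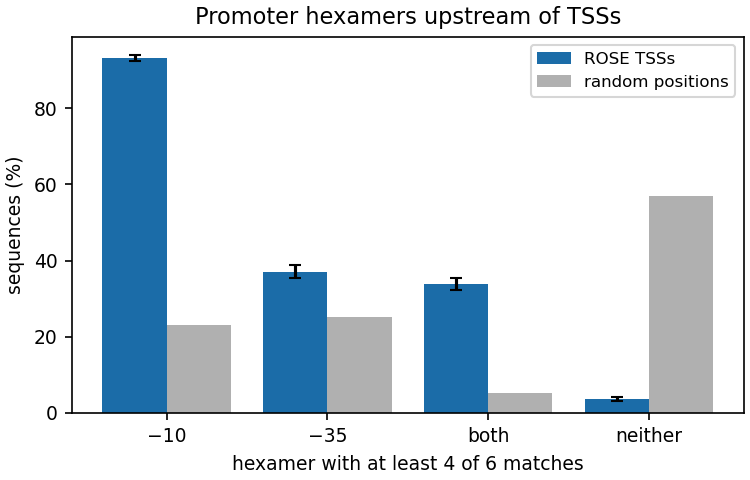
Share of sequences in percent (vertical axis) with a −10 hexamer, a −35 hexamer, both or neither, each with at least 4 of 6 matches, for the 3337 ROSE TSSs (blue, error bars are exact 95% intervals) and 10000 random positions (grey). The difference is largest for the −10 hexamer, at 93.2% against 23.1%. The random positions were drawn from the sequences around called TSSs.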

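With at least 4 matching bases required, 120 TSSs had neither hexamer (3.60%, exact 95% interval 2.99% to 4.28%), against 56.9% of the random positions (odds ratio 0.0282, 95% interval 0.0234 to 0.0340, 2-sided Fisher's exact test). With at least 3 matches there were 15 such TSSs. In shuffled upstream sequences of the same TSSs, a control chosen after the data were seen, 48.0% had neither, 33.3% had a −10 hexamer, 27.4% a −35 hexamer and 8.61% both. The base composition upstream of the TSSs therefore leaves most of the difference at −10 in place.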

Only 11 sequences did not resemble either the −10 or the −35 consensus sequence. 

It is apparent that Eσ^70^ recognizes natural σ^70^-dependent promoters in vitro with high specificity and initiates transcription at well-defined nucleotides. 

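The paper bases this conclusion on the σ70 hexamers found upstream of nearly all ROSE TSSs and on the small number of sequences without them, and it concludes that Eσ70 alone is specific for its natural promoters in vitro.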

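Adenine was the most frequent first base, at 50.1% of the 3337 TSSs (exact 95% interval 48.4% to 51.8%), followed by guanine at 30.4% (28.9% to 32.0%). Cytosine stood at 10.4% and thymine at 9.08% of TSSs. Purines together made up 80.5% (79.1% to 81.8%). TSSs that began with a purine had a −10 hexamer in 93.9% (A) and 94.9% (G) of cases, those that began with thymine in 85.8%. Strength did not follow the purine preference, since the median was 17.4 RPM with A, 14.7 RPM with G and 19.3 RPM with C. Among the strongest promoters, *hmp* started with G and *metK* with C.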

Transcription initiation occurred preferentially at purine bases (A/G), which was observed in 81.0% (50.3% A and 30.7% G) of the detected promoters. Interestingly, the base directly upstream of the TSS at position −1 prefers pyrimidine bases, with 77.3% of the promoters harboring T (41.3%) or C nucleotides (36.0%) at the respective position. Both findings align with in vivo transcriptional profiling studies, reporting similar nucleotide preferences of 78.6% purine bases at +1 and 80.2% pyrimidine bases at −1 [19,20].

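At −1, thymine was found at 41.0% of TSSs (exact 95% interval 39.3% to 42.7%) and cytosine at 36.1% (34.4% to 37.7%). Adenine had 12.9% and guanine 10.0%. Pyrimidines reached 77.1% (75.6% to 78.5%). TSSs within genes began with a purine in 85.7% of cases and TSSs upstream of genes in 77.5%.

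**Figure D4:**
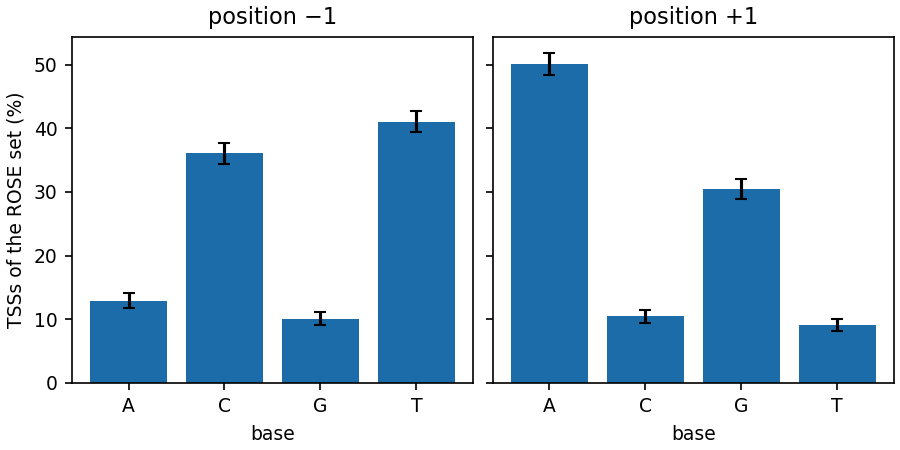
Share of the 3337 ROSE TSSs in percent (vertical axis) with each base (horizontal axis) at positions −1 and +1, with exact 95% intervals as error bars. T at 41.0% and C at 36.1% lead at −1, and A at 50.1% and G at 30.4% lead at +1.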

### 3.2. Detailed Promoter Analysis by Comparison to Experimentally Characterized Promoters Listed in RegulonDB

The genome of *Escherichia coli* K-12 MG1655 contains 4146 genes organized in 2376 transcription units. In total, 1523 transcription units are monocistronic, whereas 853 operons have more than one gene [21]. Thus, at least 2376 primary TSSs are expected to be found, except for, possibly, the TSSs of promoters that need to be activated by factors not contained in the in vitro transcription assay. The RegulonDB database [22] includes the most comprehensive information regarding the transcriptional regulation of *E. coli*, including experimentally determined transcriptional start sites of the strain K-12 MG1655. In a subset of the database, TSSs are assigned to the different sigma factors and provided with a level of evidence (confirmed, strong, or weak), depending on the informative value of the method for TSS identification. For the following comparison, only those TSSs were considered to belong to the classes “Confirmed” or “Strong”. In addition, to cope with different experimental methods of TSS identification and issues of the template, such as the degree of supercoiling, a deviation of three nucleotides in either the upstream or downstream direction has been allowed to compare two TSS positions. The mapped TSSs show a clear peak, with 64.7% having zero and 7.0% having one nucleotide deviation in either direction (See Supplemental Figure S2). 

In RegulonDB, 881 TSS are classified as σ^70^-dependent, and 352 (40.0%) were also identified in the ROSE-Eσ^70^ experiment. A total of 30 TSSs found in our ROSE experiment are assigned to other sigma factors in the database with no affiliation to σ^70^. In total, 25 of these TSSs are classified as σ^38^-, and the other five as σ^32^-dependent promoters; however, it is known that the consensus sequence of σ^38^-dependent promoters is similar to the σ^70^ consensus sequence, and a clear distinction between both promoter sets cannot be made [23]. Therefore, promoter sequences identified by ROSE-Eσ^70^ but listed as σ^38^-dependent in RegulonDB were compared to those of σ^38^-dependent promoters that ROSE did not recognize. Again, 50 nt upstream of the TSSs have been extracted and analyzed for conserved motifs. Comparing the resulting motifs clearly shows differences, mainly in the −10 regions. The presumed σ^38^-dependent promoters show conserved bases at all positions from −12 through −7 (TATACT), whereas in the σ^38^-dependent promoters not detected by ROSE-Eσ^70^, only the bases at −12, −11, and −7 are conserved (TANNNT). Additionally, there is a C at position −13, upstream of the −10 region, described earlier as a distinct sequence characteristic in σ^38^-dependent promoters [24]. Another distinguishable feature of the exclusively σ^38^-dependent promoters is a highly conserved GC at positions −33/−32 (ttGC), occurring in most σ^38^-dependent promoter sequences, with a higher conservation of the TT at position −35/−34 in the promoters present in ROSE-Eσ^70^ (Figure 2).

Following the same reasoning, five predicted false-positive σ^32^-dependent promoters were compared to 66 σ^32^-dependent promoters from Regulon DB that ROSE did not detect. Due to the low number of five false-positive promoters, no precise consensus sequence could be identified in the −10-region; however, the similarity of the −10 region of these false-positive σ^38^-dependent promoters to those of σ^70^-dependent promoters suggests that ROSE-Eσ^70^ falsely identifies these promoters as σ^70^ promoters, possibly due to in vivo regulatory mechanisms in the in vitro ROSE-Eσ^70^ system. 

### 3.3. Comparison of the ROSE Data to Existing Comprehensive Genome-wide In Vivo RNA-seq Data Sets of E. coli K-12 MG1655

To date, genome-wide transcription start site determination is mainly performed by analyzing in vivo transcribed mRNA via approaches, such as dRNA-seq [18,25]. To assess the sensitivity and selectivity of ROSE, results were compared to a transcriptome study by Thomason et al. [20] and another high-throughput transcription initiation mapping study included in RegulonDB [22]. Both studies were conducted on shaking flask cultivations of *Escherichia coli* MG1655 in different media. After enriching 5′-triphosphorylated RNA species and high-throughput sequencing, they detected 14,865 TSSs and 5197 TSSs, respectively [20,22]. Although both studies relied on transcriptome sequencing for TSS identification, their suitability for validating ROSE is limited because no specific sigma factor-promoter interaction can be examined. However, as we performed ROSE using the primary sigma factor σ^70^, it was assumed that there was reasonable overlap in detected TSSs.

Comparing the three TSS datasets showed that 2006 (62.2%) of the TSSs detected by ROSE were also determined by Thomason et al., while 168 further TSSs are confirmed by the study included in RegulonDB. A set of 755 TSS was contained in all three datasets (Figure 3). Again, a deviation of three nucleotides has been allowed in the comparison of two TSS positions. Here, ROSE-Eσ^70^ and RegulonDB exactly matched in 76.0% (±1 bp: 13.9%) of the overlapping TSSs, while ROSE-Eσ^70^ and Thomason et al. had an exact match at 86.2% (±1 bp: 7.6%) of the TSSs.

### 3.4. Transcription Start Sites of Promoters That Are Repressed under Standard In Vivo Assay Conditions Are Comprehensively Identified in ROSE Experiments

By design, ROSE should be able to identify two classes of promoters not represented in RegulonDB. The first class comprises those present in the *E. coli* genome but not described in existing TSS mapping studies. The second class includes those that are repressed or not activated under standard in vivo testing conditions. In total, 2303 transcriptional start sites detected by ROSE-Eσ^70^ are yet undescribed, according to RegulonDB. Thomason et al. identified 1254 of those TSSs in vivo. The remaining 1049 upstream regions were subjected to motif enrichment analysis using Improbizer [14]. To remove possible background signals, the sequences have been sorted by the −10-region score given by Improbizer, which corresponds to the similarity of a given sequence to the detected consensus motif. A randomized control run yielded a 95% confidence score of 6.20 for a given sequence. After filtering with this value as a cut-off, 598 sequences remained containing a precise σ^70^ consensus sequence. Due to this, it can be speculated that these promoters were repressed under the conditions tested in the in vivo studies. Manual inspection showed regulator binding sites around many of these promoters, suggesting that transcription from those promoters is prevented in vivo by known transcriptional regulators, such as H-NS, Fur, or Fis. We performed in vivo experiments for each of the three regulators with defined transcription factor knockout mutants from the KEIO collection [26] to validate the results observed with ROSE. 

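Knockouts were used to ask which promoters become active in cells once 1 repressor is gone. Strain BW25113 and its Δ*fur*, Δ*fis* and Δ*hns* derivatives were sampled in exponential phase in LB at an OD_600_ of 0.8, and rRNA was depleted before the native 5′-ends were sequenced. The authors deposited 1 list of called TSSs per strain, with the count of read starts at each TSS and the increase of read coverage in percent, as for ROSE. There is 1 library per strain, so every comparison is between libraries, without a replicate check, and no test of the strains is possible. The deletion strains were grown with kanamycin, and the paper's text does not state this for the wildtype. The libraries had 1605710 (wildtype), 928706 (Δ*fur*), 493254 (Δ*fis*) and 597949 (Δ*hns*) mappings (Table S3), with 1720, 1285, 1335 and 1703 called TSSs. The weakest called TSS had 2, 4, 5 and 6 read starts in the same order. A single site at *rnpB*, the RNA of ribonuclease P (position 3270592), took 51.2% of the wildtype mappings, 53.4% of Δ*fur*, 29.7% of Δ*fis* and 36.5% of Δ*hns*. The median RPM of TSSs called in both libraries was higher than in the wildtype by 0.53 (Δ*fur*), 2.02 (Δ*fis*) and 1.29 (Δ*hns*) on the log2 scale, and changes are given relative to these medians where stated. A ROSE TSS was counted as called in vivo when a call lay within 3 nt on the same strand.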

The knockout mutants were JW1225-2 for Δ*hns*, JW0669 for Δ*fur*, and JW3229-1 for Δ*fis*. Sequencing on Illumina MiSeq yielded, on average, 0.91 million reads per library (See Supplemental Table S4). The mapped reads were visualized using the ReadXplorer v2.2.3 software [17], and transcription start site (TSS) detection was performed with the same tool and automatic parameter estimation (see Supplemental Table S5). 

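The iron uptake genes *cirA*, *fiu* and *entC*, which make and take up siderophores, had read starts in Δ*fur* and no call in the wildtype, and so did *yjjZ*. In Δ*hns* a TSS of *bglG*, the first gene of the cryptic β-glucoside operon, and one of *rcsA*, a regulator of capsule synthesis, were gained. The wildtype had 5 read starts at another TSS of *bglG*. In Δ*fis* the strongest such TSSs belonged to *mltA*, *ptrA* and *bssR*. The flagellar gene *flgA* and the ribosomal protein gene *rpsK* had such TSSs in more than 1 knockout.
The *cirA* TSS (position 2246931) had 319 read starts in Δ*fur* (exact 95% interval 285 to 356) and 578 ± 63.1 RPM (SD, n = 6) in ROSE. The *fiu* TSS (position 841666) had 107 (87.7 to 129) and 8.88 ± 5.87 RPM. In Δ*fis*, *mltA* (position 2947259) had 48 read starts (35.4 to 63.6) and *ptrA* (position 2959009) 46 (33.7 to 61.4). In Δ*hns*, *flgA* (position 1130885) had 84 read starts (67.0 to 104) and *bglG* (position 3906574) 33 (22.7 to 46.3). The 3337 ROSE TSSs gave 28 with a call in Δ*fur* and none in the wildtype, 69 in Δ*fis* and 45 in Δ*hns*. The opposite, a call in the wildtype and none in the knockout, was seen for 227, 120 and 207. In all 3 knockouts the median of the former was 8 read starts, and only 3 (Δ*fur*), 5 (Δ*fis*) and 3 (Δ*hns*) had at least 20.

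**Figure D5:**
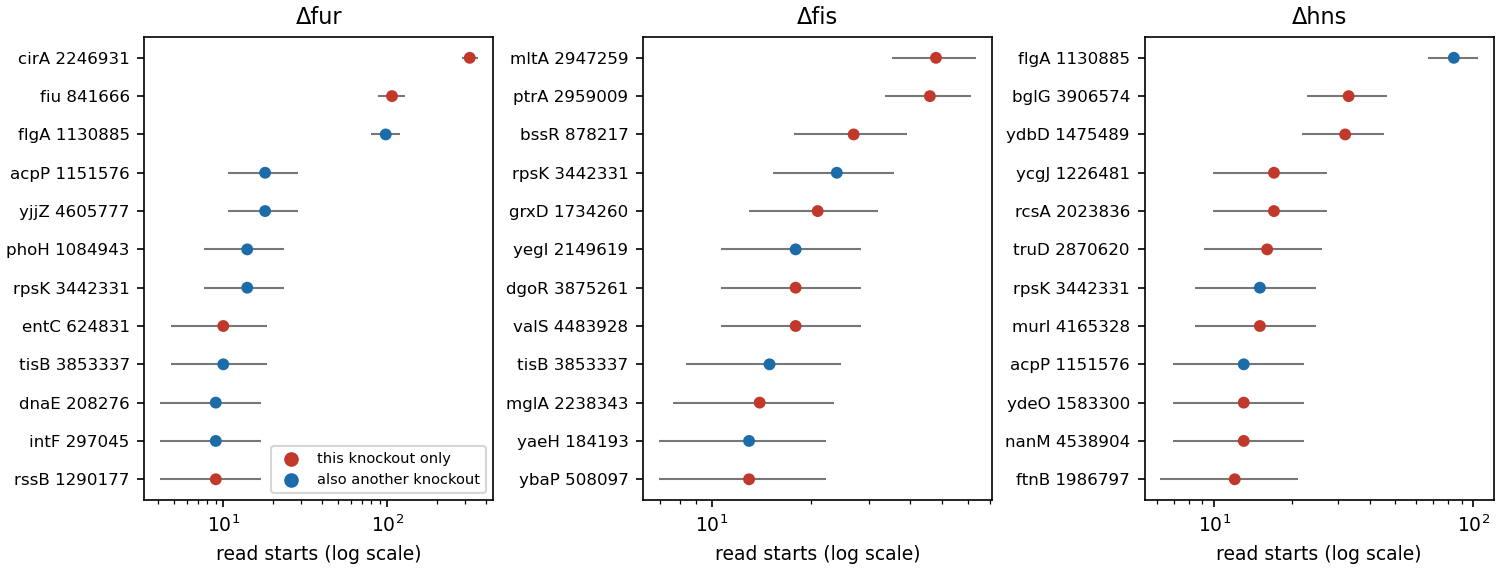
Read starts in the knockout library (horizontal axis, log scale, with exact 95% intervals) of the 12 strongest ROSE TSSs called in each knockout and not in the wildtype, named by the nearest gene and position. Red points were called in 1 knockout only and blue points in others too, such as *flgA* with 98 read starts in Δ*fur* and 84 in Δ*hns*.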

In the in vivo transcriptome analysis, multiple TSSs were identified for all three transcriptional regulators with clear TSS signals present in the knockout mutant strains and absent in the wildtype in vivo. These signals are also identified by ROSE-Eσ^70^ proving its ability to detect TSSs repressed in vivo. 

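Of the ROSE TSSs, 312 were called in Δ*fur*, 460 in Δ*fis* and 349 in Δ*hns*, against 511 in the wildtype. These make up 24.3%, 34.5%, 20.5% and 29.8% of the joined TSSs of those libraries. Any in vivo library called 627 of the 3337 ROSE TSSs (18.8%), and these were stronger in ROSE, with a median of 35.7 RPM against 14.2 RPM for the rest. Among the ROSE TSSs called in a given in vivo library, the strength in ROSE said little about that in cells. Spearman's rho across these TSSs was 0.16 to 0.19 in the 4 libraries, and TSSs without a call in cells were left out. Of the TSSs called in a knockout but not in the wildtype, 18 of 28 (Δ*fur*), 48 of 69 (Δ*fis*) and 25 of 45 (Δ*hns*) lay upstream of a gene. The paper reasons that TSSs seen in a knockout and in ROSE, but not in the wildtype, are repressed in vivo, and it concludes that ROSE detects such promoters.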

Most identifications confirm known regulatory sites documented in RegulonDB [22] (Figure 4). In addition, we found four potential genes repressed for Fur, ten potentially repressed genes for Fis, and nine potentially repressed genes for H-NS (also see Supplemental Table S6 for details). 

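All 23 entries of Table S6 were called in at least 4 ROSE libraries, among them *intF*, which the table gives for each of the 3 regulators. The site inside *yjiC* (position 4556211) was the strongest, with 332.5 ± 159.8 read starts (SD, n = 6), followed by those of *cra* (position 87999) with 173 ± 37.8, *intF* (position 297045) with 115.5 ± 23.3, *yebS* (position 1946226) with 112.5 ± 38.6 and *evgA* (position 2481794) with 108 ± 35.9. The wildtype list had a call at none of them. A call in the knockout of the assigned regulator was present at 3, namely at *intF* with 9 read starts in Δ*fur* and 9 in Δ*fis* and at *rsmC* (position 4612302) with 5 in Δ*fis*. None of the 9 entries assigned to H-NS had a call in Δ*hns*. The lists hold only called TSSs, so read starts without a call cannot be excluded at the other positions.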

We will now describe two promoter regions for each transcriptional regulator, H-NS, Fur, and Fis.

The genes *stpA* (b2669) and *ftnA* (b1905) are both negatively regulated by H-NS, a global transcriptional silencer [28], which is involved in the regulation of 5% of all *E. coli* genes [29]. In both cases, H-NS binds upstream of the TSS and leads to a repression of transcription [30,31] (Figure 4A). The gene *stpA* has a TSS at position 2,798,556 and a perfect σ^70^-like −10 region (TATAAT). 

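StpA is a paralog of H-NS. Upstream of *stpA*, ROSE found a strong TSS at position 2798537, a weaker one at position 2798613 and a minor one at position 2798756, all on the reverse strand. The former had 537 ± 172 read starts (SD, n = 5 libraries) and no call in Macherey-Nagel replicate 1. The TSS at 2798613 had 117 ± 34.3 (SD, n = 6), and that at 2798756 had 13.8 ± 6.13 (SD, n = 4). The strong TSS lies 42 nt and that at 2798613 118 nt upstream of the start codon. The deposited lists had no call at 2798556 itself, which is 19 nt away from the strong TSS. The sequence upstream of 2798537 is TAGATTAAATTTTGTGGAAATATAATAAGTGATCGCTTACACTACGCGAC, with TATAAT at a larger distance from the TSS than the −10 search allowed. Within the allowed range it holds TACACT, which meets the rule of at least 4 matching bases. TATAAT lies within that range from position 2798556, the TSS that the paper gives.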

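Ferritin A stores iron, and *ftnA* was transcribed in ROSE from a TSS at position 1988682 on the forward strand, 34 nt upstream of the start codon. This TSS had 103 ± 18.0 read starts (SD, n = 6), or 52.7 ± 9.64 RPM. A weaker TSS at position 1988668 had 25.2 ± 5.71 read starts (SD, n = 6).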

The gene *ftnA* has a TSS at position 1,988,682 and has a complete σ^70^-like promoter (TTGCAA-16-TATAGT). Both genes showed no transcription in the wildtype strain, but transcriptional activity was measured in the Δ*hns* knockout strain and in the ROSE approach (see Supplemental Figures S3 and S4). Moreover, both genes were also described by Thomason et al. and RegulonDB.

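Neither *stpA* nor *ftnA* had a call in any of the 4 in vivo lists, Δ*hns* included. In Δ*hns* the weakest called TSS had 6 read starts, so a weaker signal at these promoters would not be listed. Of 35 genes known to be silenced by H-NS, 20 had a ROSE TSS and 6 a call in Δ*hns*, against 4 in the wildtype. The acid resistance gene *hdeA* (position 3656791) rose from 3 to 200 read starts, 179 times the wildtype RPM (exact 95% interval 60.4 to 875), or 6.20 on the log2 scale above the median of all TSSs. *gadB* with 6 read starts was called in Δ*hns* and not in the wildtype. Over the 3 TSSs of the 35 genes called in both libraries, the median log2 ratio was 1.67. This was at percentile 70.6 among random lists matched on read starts, of which 95% had medians from −0.33 to 2.71. With 3 TSSs, and with genes called in only 1 library left out, this cannot decide whether the group changed.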

The TSS of *yjjZ* (b4567) has already been described for genomic position 4,605,777 in the *E. coli* MG1655 genome. According to *EcoCyc*, there are two ferric uptake regulator (Fur) binding sites in the vicinity of the transcription start site of *yjjZ* [27,32] (Figure 4B). Although the respective promoter harbors a σ^70^-like consensus sequence (TTGCAA-18-TATGAT), Thomason et al. did not detect a transcription start site for *yjjZ*, suggesting efficient transcriptional repression in vivo. This has been validated in our in vivo experiment, where the wildtype strain has shown no activity of the *yjjZ* gene; however, in the Δ*fur* knockout strain, transcription from the σ^70^ promoter is measurable. Moreover, the TSS has been identified clearly in vitro (1494 read starts) using the ROSE method. (see Supplemental Figure S5). 

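In Δ*fur*, the *yjjZ* TSS at position 4605777 had 18 read starts (exact 95% interval 10.7 to 28.4), or 19.4 RPM, and a call at position 4605773 had 5. The wildtype and Δ*hns* lists had no call there. Δ*fis* had 6 read starts at position 4605777 (2.20 to 13.1), or 12.2 RPM, so the signal was not limited to Δ*fur*. Of 26 genes known to be repressed by Fur, 6 were called in Δ*fur* and not in the wildtype, 1 (*feoA*) in the wildtype only, 1 (*sodA*) in both and 18 in neither. *yncE* was among the 6, with 49 read starts.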

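Over the 6 ROSE libraries this TSS had 1493 ± 224 read starts (SD), from 1169 to 1860, which is 766 ± 129 RPM. A second TSS at position 4605771 had 45.0 ± 11.3 read starts (SD, n = 6).

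**Figure D6:**
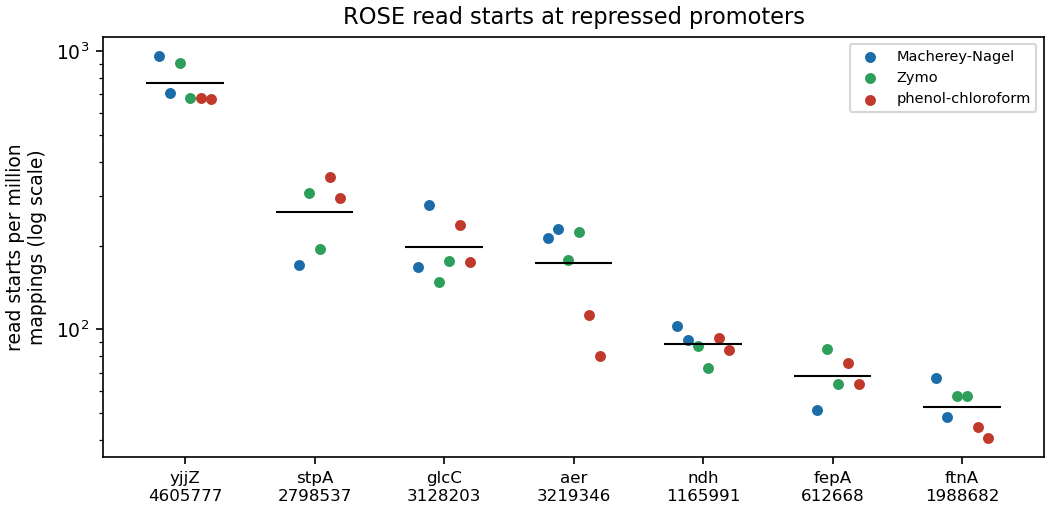
ROSE read starts in RPM (vertical axis, log scale) at the strongest TSS of *yjjZ*, *stpA*, *glcC*, *aer*, *ndh*, *fepA* and *ftnA*, with 1 point per library that called it, coloured by isolation method, and a line at the mean. *yjjZ* lies highest at 766 RPM and *ftnA* lowest at 52.7 RPM.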

Another example of a gene activated by the regulator Fur is the gene *fepA* (b0584) [33,34] (Figure 4B). The *fepA* promoter has a σ^70^-like consensus sequence (TTGCAG-14-TATTAT) and was not detectable in vivo in the wildtype strain; however, both the Δ*fur* knockout strain (508 read starts, in vivo) and ROSE (348 read starts, in vitro) show transcriptional activity for the gene *fepA* (see Supplemental Figure S6).

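FepA is the outer membrane receptor for ferric enterobactin. In ROSE its TSS lay at position 612668 on the reverse strand, with 139 ± 31.3 read starts (SD, n = 5 libraries), and Macherey-Nagel replicate 1 had 63 at position 612669. In Δ*fur* the call was 29 nt closer to the gene, at position 612639, with 405 read starts (exact 95% interval 367 to 446), or 436 RPM. No other in vivo library had a call at *fepA*, and no ROSE library had one at position 612639.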

The gene for the DNA-binding transcriptional dual regulator GlcC has a TSS at position 3,128,206. It has an unusual −10 region (CATAAT) and a −35 sequence (TTAACT). 

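In the deposited lists, the *glcC* TSS stood at position 3128203 on the forward strand, 3 nt from the position given here and 69 nt upstream of the start codon. The upstream sequence is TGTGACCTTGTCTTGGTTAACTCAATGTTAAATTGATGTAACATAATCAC. A much weaker TSS at position 3128193 had 16.7 ± 4.72 read starts in ROSE (SD, n = 6).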

As stated in *EcoCyc*, the gene’s promoter region has four binding sites for the global regulator Fis [35] (Figure 4C), which causes gene repression. This repression has been validated in the in vivo experiment using the wildtype strain and the Δ*fis* knockout mutant. 

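*glcC* was called in 3 in vivo libraries, with 33 read starts in Δ*fis* (exact 95% interval 22.7 to 46.3), 8 in Δ*hns* (3.45 to 15.8) and none called in Δ*fur*. For the wildtype, the exact 95% interval of its read starts was 2.81 to 14.4.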

The wildtype strain showed minimal read starts (7 read starts) for the gene in vivo. In the knockout strain, the amount of read starts was five times higher than in the wildtype strain, demonstrating the higher transcription of *glcC* in the absence of the Fis regulator; however, the most read starts and the strongest transcription of the gene were identified by the in vitro ROSE approach (493 read starts) (see Supplemental Figure S7). 

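The ratio of read starts between Δ*fis* and the wildtype was 4.71 (exact 95% interval 2.05 to 12.6). In RPM it was 15.3 (6.68 to 41.1), because the Δ*fis* library is smaller. Scaled to the median of all TSSs called in both libraries it was 3.77 (1.64 to 10.1), still above 1. ROSE gave 392.2 ± 129 read starts (SD, n = 6), from 272 to 582. Of 19 genes listed as repressed by Fis, 2 (*aer* and *acs*) were called in Δ*fis* and not in the wildtype. The reverse held for 1. For *aer*, the paper proposes this repression from the same signal. Of the same genes, 2 were called in Δ*fur* and 1 in Δ*hns* without a wildtype call. Over the 8 TSSs called in both Δ*fis* and the wildtype the median log2 ratio was 2.27. This was at percentile 68.0 among random lists matched on read starts, which leaves out genes called in only 1 library. *mglB* went from 57 to 299 read starts but also had 157 in Δ*fur* and 275 in Δ*hns*, and *dusB*, the first gene of the operon that holds *fis*, from 288 to 1375, which is 3.82 times (3.36 to 4.35) after median scaling.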

Another exciting gene is *aer* (b3072), which shows a clear transcription start site in ROSE, the Δ*fis* knockout strain at position 3,219,346, and that it is harboring a σ^70^-like consensus sequence (TTGTGC-19-TAACAT). This transcription start site is also described in the publication of Thomason et al. but is not defined in RegulonDB. Nevertheless, RegulonDB contains a Fis binding site with an unknown function upstream of the *aer* gene (Figure 4C). ROSE and the Δ*fis* knockout strain showed transcriptional activity, but there was no transcription in the wildtype strain, suggesting that Fis is a transcriptional repressor of *aer* (see Supplemental Figure S8). 

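Aer is the aerotaxis receptor. The *aer* TSS, 270 nt upstream of the start codon, had 10 read starts in Δ*fis* (exact 95% interval 4.80 to 18.4) and no call in the wildtype, Δ*fur* or Δ*hns*. In ROSE it had 340.2 ± 129 read starts (SD, n = 6). Both phenol-chloroform libraries, with 249 and 140, were below the other 4, with 343 to 475. From its activity in Δ*fis* and ROSE and its silence in the wildtype, the paper proposes that Fis represses *aer*.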

The gene *ndh* of *E. coli* expresses the NADH dehydrogenase II. The corresponding promoter P*ndh* is located at position 1,165,992 of the genome and is harboring a standard σ^70^-like consensus sequence (TTGGTA-21-TATTCT). This gene is negatively regulated by multiple transcription factors, such as FNR [36], Fur-Fe^2+^ [37], and NsrR [38]. Due to the high number of different repressors of *ndh*, no transcription was detectable in the *E. coli* wildtype strain or the single knockout strains in vivo. However, the ROSE method showed a distinct TSS at the known position of P*ndh* with over 200 read starts (Figure 5).

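None of the 4 in vivo lists had a call within 300 nt upstream of *ndh*. The weakest TSS called in them had 2 to 6 read starts, so transcription below this level would not be listed.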

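The *ndh* TSS was called in all 6 ROSE libraries at position 1165991 on the forward strand, 94 nt upstream of the start codon. It had 174 ± 22.7 read starts (SD), from 147 to 206, or 88.8 ± 10.1 RPM. The counts of the 3 isolation methods overlapped. A second TSS at position 1165986 had 28.2 ± 5.81 read starts (SD, n = 6).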

These findings underline that the bottom-up approach employed within ROSE aids the identification of previously undetected TSSs, especially those that are repressed or not activated under a given in vivo testing condition.

### 3.5. Promoters Activated by Transcriptional Regulators In Vivo Are Not Identified In Vitro

A different type of σ^70^-dependent promoter comprises those specifically activated by transcriptional regulators in vivo, possibly allowing for lesser conservation of promoter motifs. For example, the well-known promoter of the *araBAD* operon (CTGACG-18-TACTGT) of *E. coli* can be activated and repressed by the transcriptional regulator AraC in vivo, depending on the availability of arabinose [39,40]. It is furthermore activated by the cAMP receptor protein (CRP) in vivo [41,42,43]. Since none of these regulators are included in the ROSE in vitro transcription assay, neither activation nor repression of pBAD should occur. Interestingly, no TSS has been identified upstream of the *araBAD* operon by ROSE-Eσ^70^, suggesting that CRP and/or AraC activation is critical for transcription initiation at pBAD. 

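No ROSE library had a call within 300 nt upstream of *araB*. None of the in vivo libraries had one either. They come from another strain, BW25113, and the paper's text mentions no added arabinose, so they give no evidence on this promoter in cells. *araE*, the arabinose transporter that AraC and CRP activate as well, had a ROSE TSS at position 2982349, with 22.6 ± 5.77 RPM (SD, n = 6). The median of ROSE TSSs upstream of genes was 22.8 RPM. *araF* had no TSS in the ROSE set.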

Another instance is the σ^70^-dependent promoter of *csiE* (b2535), known to be activated by both CRP and H-NS in vivo [44,45]. Dual activation allows for relatively weak −10 and −35 hexamers (TTCCCT-18-AACTTT). Consequently, the respective TSS at position 2,665,401 is included in both in vivo-based studies but was not detected by ROSE-Eσ^70^. 

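In the 10 lists analysed here, *csiE* had no call in ROSE and none in vivo. A call needs a minimum of read starts and of coverage increase, so its absence sets no upper limit on the read starts.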

The σ^70^-dependent promoter of *alkA* is activated upon binding to Ada, a DNA repair protein, which is a critical component of the adaptive response [46,47]. The promoter of its TSS at position 2,147,559 harbors a well-conserved −10 region (TATGCT) but has no −35 region. In contrast to both in vivo studies, it is not detected by ROSE-Eσ^70^, obviously requiring activation by Ada. 

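No ROSE or in vivo library had a call within 300 nt upstream of *alkA*. Of the SOS genes, which damage induces by relieving LexA, those with the most read starts after *recA* were *uvrA*, *sulA* and *lexA*. *sulA* had 2029 ± 441 RPM (SD, n = 6), *uvrA* 2042 ± 444 and *lexA* 1459 ± 146, while *sbmC* had 3.47 and *umuD* no TSS in the ROSE set.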

In conclusion, ROSE robustly and comprehensively identifies *bona fide* promoters and those potentially repressed under in vivo conditions. It also allows drawing conclusions from negative results, predicting efficient activation in vivo.

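ROSE found a TSS for many genes that a repressor keeps down in cells. Genes for amino acid synthesis under MetJ, ArgR, TrpR or TyrR had a ROSE TSS in 23 of 24 cases, LexA-controlled SOS genes in 18 of 19 and iron genes under Fur in 21 of 26. For comparison, first genes of σ70 housekeeping units had one in 22 of 24 cases. Genes repressed by PurR, H-NS or Fis had one in 11 of 16, 20 of 35 and 9 of 19 cases.
A gene counted as detected when the lists named it as the gene downstream of a ROSE TSS, within 300 nt of its start. Lists were compared with all other annotated genes, of which 30.2% to 30.7% were detected, by 2-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 17 lists. The adjusted p was 3.7e-10 for amino acid genes (95.8%), 3.8e-08 for SOS genes (94.7%), 7.1e-07 for Fur-repressed genes (80.8%) and 5.0e-09 for housekeeping genes (91.7%). It was 0.0037 for H-NS-silenced genes (57.1%) and 0.0044 for PurR-repressed genes (11 of 16). Stable RNA units were detected in 14 of 20 cases (adjusted p = 0.0011) and targets of the small RNA RyhB in 7 of 9 (adjusted p = 0.0090). Acid resistance genes, with 7 of 11, did not pass (adjusted p = 0.065), nor did genes repressed by Fis, with 9 of 19 (adjusted p = 0.16). The other genes include inner genes of operons, which have no promoter of their own, and the lists were not tested against each other. The lists for Fur, H-NS and Fis hold genes that the paper names because ROSE found them, such as *yjjZ*, *stpA* and *glcC*. In vivo the wildtype list had a call for 3 of the 19 SOS genes and 21 of the 24 housekeeping genes.

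**Figure D7:**
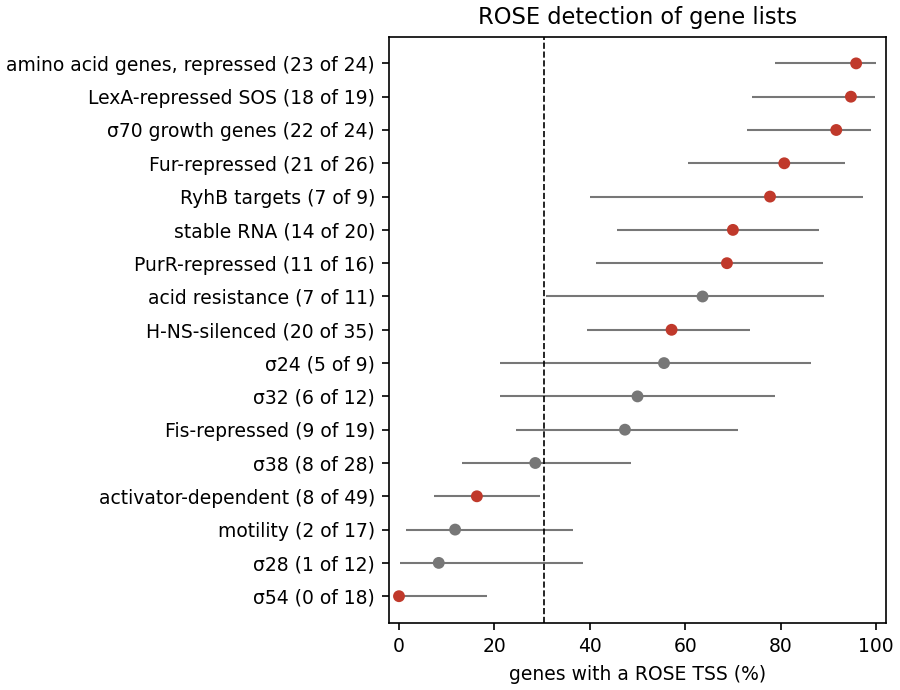
Share of genes in percent (horizontal axis) with a ROSE TSS within 300 nt upstream for 17 gene lists, with exact 95% intervals and the numbers in parentheses. Red points have an adjusted p under 0.05 and the dashed line is the share of all other genes, with lists of repressed genes to its right and activator-dependent and σ54 genes to its left.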

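Of 49 genes that depend on an activator, 8 had a ROSE TSS (16.3%, exact 95% interval 7.32% to 29.7%, adjusted p = 0.049 from 2-sided Fisher's exact tests over the 17 lists). The p lies close to the threshold, and several alternative settings moved it to the other side. The list also holds *araB*, *csiE* and *alkA*, which the paper names as not found by ROSE, so these are no independent check. The strongest were the porin genes *ompC*, with 443 ± 130.1 RPM (SD, n = 6), and *ompF*, with 173 ± 65.3 RPM. *lacZ* had 11.4 ± 5.83 RPM. The ROSE set had no TSS for the maltose genes *malE*, *malK* and *malP*, for *melA*, *rhaB* and *xylA*, or for *phoA* and *pstS*. A missing TSS has no count, so it gives no upper limit on strength. The paper states that the absence of a TSS in ROSE allows efficient activation in vivo to be predicted.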

## 4. Discussion

In this study, we developed the ROSE method for genome-wide in vitro transcriptional profiling and validated it by exploring the σ^70^ regulon of *E. coli* K-12 MG1655.

Like ROMA [4], ROSE is a bottom-up approach aiming to assemble the transcriptional machinery from a few simple parts. It perfectly complements in vivo transcriptome profiling, which can be regarded as a top-down approach. The latter represents the much more complex situation that includes indirect interactions, making such data harder to interpret.

In vitro transcription analyzed by genome-wide methods, as in ROMA [4], RIViT-seq [9], or ROSE, provides several benefits compared to traditional single gene-oriented approaches. The in vitro methods are free from transcriptional repression, allowing for the detection of promoters negatively regulated at standard cultivation conditions. These simple bottom-up approaches enable the precise dissection of overlapping sigma factor networks by employing single sigma factor proteins in the assay, thereby focusing the observation on the direct effects of the respective regulators. It has furthermore been shown by the pioneering work of MacLellan et al. [4] that linear DNA conformation and relatively low complexity of in vitro systems maintain the specificity of transcription initiation. In contrast to ROMA, the particular RNA-seq protocol used here provides clear evidence that even the transcriptional start nucleotide is the same as in vivo. Furthermore, single-nucleotide resolution allows direct TSS identification and, consequently, the derivation of promoter sequences and their consensus motifs. Technically, ROSE has some additional features to the RIViT-seq technique. First is the shearing of the DNA, avoiding bias by restriction enzyme digestion. Second is the focus on establishing an enriched unprocessed primary transcript library by removing transcripts with 5′ di- and monophosphate ends. With the usage of the index adapter before the Illumina adapter ligation, some noise in the sequencing is reduced, leading to a higher quality of the sequenced library. Whereas ROSE is optimized for high-accuracy TSS detection, RIViT-seq has an advantage in differential expression analysis by using whole transcriptomics as an additional data set to its primary transcript libraries. As such, it might also detect 5′-ends of transcripts prone to swift 5′-end decay. Moreover, ROSE and RIViT-seq have individual approaches to identifying transcription start sites. Therefore, combining both techniques could result in a more comprehensive determination of novel TSSs and the complete identification of target genes of interesting transcription factors.

The ROSE analysis of the *E. coli* σ^70^ regulatory network proved consistent with in vivo-based transcriptome studies. Accordingly, 2174 of 3226 TSSs (67.4%) identified by ROSE were also described earlier in comprehensive reference studies [20,22], while ROSE-Eσ70 additionally identified 598 promoters with conserved σ70 motifs. One major cause for differences is likely the simple composition of the ROSE bottom-up in vitro transcription assay, which does not resemble the complex in vivo situation by design. Nonetheless, genome-wide in vitro transcription using homologous *E. coli* RNAP showed high specificity with only 11 detected TSS lacking a typical σ^70^ promoter motif. Interestingly, ROSE-Eσ^70^ data also contained TSS earlier assigned to other sigma factors (σ^38^, σ^32^). Apart from possible dual recognition in vivo, linear template DNA confirmation could have facilitated this issue, as the σ^70^-containing holoenzyme is known to preferentially initiate transcription on more highly supercoiled DNA [48,49]; however, as proposed earlier and confirmed by recent studies, actively transcribing RNA polymerase produces a (+) supercoiling domain ahead and a (-) supercoiling domain behind it, even on linear template DNA [50,51,52]. This activates supercoiling-dependent promoters like the *leu-500* promoter from *E.* coli [52] and suggests that the linear template within the ROSE assay exhibits a certain degree of supercoiling and, therefore, supercoiling-dependent promoters should be, in principle, identified in ROSE experiments. Furthermore, complementary in vivo experiments were used to demonstrate the identification of promoters, which are repressed under standard testing conditions in vivo with ROSE. 

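The knocked-out genes were looked up in every library. The *hns* TSS (position 1292958) had 18 read starts in the wildtype, 11 in Δ*fur* and 6 in Δ*fis* (at position 1292957), with no call in Δ*hns*. A TSS upstream of *fis* (position 3411094) had 4 read starts in the wildtype and no call in any of the 3 knockouts. The TSS of *fur* (position 710723) had 11 read starts in the wildtype, 13 in Δ*fis*, 9 in Δ*hns* and 7 in Δ*fur*. The *fis* gene is also read from the promoter of *dusB* (position 3410248), which had 20 read starts in Δ*fur* and 60 in Δ*hns*. These TSSs lie upstream of the coding sequences, which the deletions removed, so read starts at them do not check the deletions.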

In vivo knockout strains showed no expression of the respective knockout genes, indicating the knockout’s functionality. The in vivo experiments demonstrated that the three tested transcription factors, Fur, Fis, and H-NS, lead to a repression of specific genes, which could only be identified with the transcription factor knockout strain in vivo. Nevertheless, we demonstrated that ROSE enables the identification of TSS detectable in vivo only in specific knockout strains. However, it should be noted that some genes activated by these factors were not detected by ROSE, as were genes requiring other sigma factors such as σ^24^ or σ^38^ for transcription initiation. Despite this, ROSE-σ^70^ was able to identify several novel potentially regulated promoter sites for all three tested transcription factors. 

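Genes listed for other sigma factors were looked up among the ROSE TSSs. None of the genes of σ54 had a ROSE TSS (0 of 18, adjusted p = 0.0065 from 2-sided Fisher's exact tests over the 17 lists), and of the genes of σ28 only *aer* did (1 of 12, adjusted p = 0.16). Of the motility genes, 2 of 17 had one (adjusted p = 0.16). A ROSE TSS was found for 5 of 9 envelope stress genes of σ24 (adjusted p = 0.16), 6 of 12 heat shock genes of σ32 (adjusted p = 0.22) and 8 of 28 general stress genes of σ38 (adjusted p = 1.0). Among them were *bamE*, with 181 ± 48.4 RPM (SD, n = 6), *rpoE* with 115 ± 13.4 RPM, *grpE* with 172 ± 85.9 RPM and *cbpA* with 172 ± 76.2 RPM. Such a TSS can be a separate σ70 promoter of the gene, since the lists were made by gene and not by promoter.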

Interestingly, our research also revealed the presence of genes, like *yjjZ*, which were believed to be regulated by one of the tested factors but did not exhibit any read starts in our in vivo experiments. Nevertheless, these genes were shown to have noticeable TSSs in ROSE. These are more complex promoters with multiple repressor binding sites, and numerous knockouts would be needed to identify this TSS in vivo. For example, the promoter P*ndh* of the gene *ndh* is repressed by different regulators like FNR [36], Fur-Fe^2+^ [37], and NsrR [38] and showed no activity in all strains in vivo. However, ROSE identified a TSS for the *ndh* gene and demonstrated the method’s power due to its minimalistic construction (Figure 5), however, the minimalistic structure of the system leads to limitations regarding more complex regulatory systems. This results in a lack of identification of promoters that need activators, like the promoter of the *araBAD* operon or the promoter of the gene *csiE*.

Therefore, expanding ROSE appears possible by adding regulators, such as transcription factors or metabolite effectors, to directly investigate their influence on transcriptional regulation. This has, for instance, been demonstrated for the regulator protein DksA [53] and the small alarmone ppGpp [54,55] in single-promoter in vitro transcription assays. Moreover, it became apparent that genome-wide in vitro transcription studies are not limited to *E. coli* genomes. For example, the *E. coli* RNAP holoenzyme has also been used successfully for in vitro transcription of promoters from other bacteria [56,57]. Furthermore, RIViT-seq [9] demonstrated that a reconstitution of the *E. coli* RNAP core enzyme with sigma factors of *Streptomyces coelicolor* is possible for genome-wide in vitro transcription studies. However, problems might arise if the interaction of the organism-specific RNAP core enzyme with distinct promoter motifs or sigma factors is crucial for transcription. Therefore, homologous RNAP complexes have been isolated and functionally tested for a broad spectrum of bacteria like *Bacillus subtilis* [58], *Pseudomonas aeruginosa* [59], *Mycobacterium tuberculosis* [60] or *Corynebacterium glutamicum* [61] and can be used in in vitro transcription systems. Therefore, ROSE and RIViT-seq could be applied to almost any other bacteria, including those with highly complex sigma factor networks, bacteria without developed genetic engineering technologies, or highly pathogenic ones.

## 5. Conclusions

The global in vitro transcription method ROSE presented in this study is the perfect addition to classical global in vivo and local in vitro transcription assays due to its simplicity and wide range of possible applications. It can be used to identify the primary effects of different sigma factors and their binding motifs with single-nucleotide resolution. We are expanding the technology by transferring it to other bacteria and adding regulatory proteins and small molecules.

## Figures and Tables

**Figure 1:**
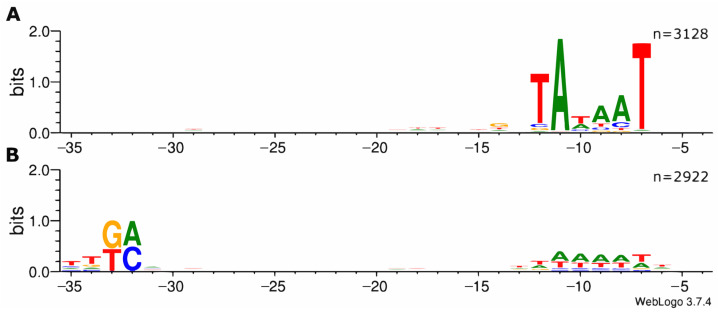
Distribution of nucleotides within the −35 and −10 core regions of *Escherichia coli* σ70-dependent promoters detected via ROSE-Eσ70. Upstream sequences of 3226 TSS (−1 to −49 nt) have been analyzed for enriched sequence motifs using Improbizer [14]. Sequence logos were derived using WebLogo v3.7.4 [16]. (**A**) In total, 3128 putative promoter sequences were aligned at conserved −10 regions. (**B**) In total, 2922 putative promoter sequences were aligned at conserved −35 regions.

**Figure 2:**
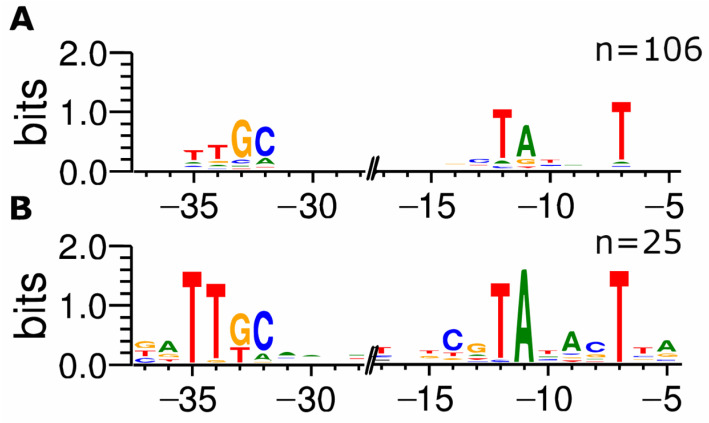
Distribution of nucleotides within putative σ38-dependent *Escherichia coli* promoters detected via ROSE-Eσ70. Putative σ38-dependent promoters have been extracted from RegulonDB [22], and promoter motifs upstream of 106 TSS that were absent (**A**) and 25 TSS that were present (**B**) in the ROSE-Eσ70 dataset were visualized using WebLogo v3.7.4 [16].

**Figure 3:**
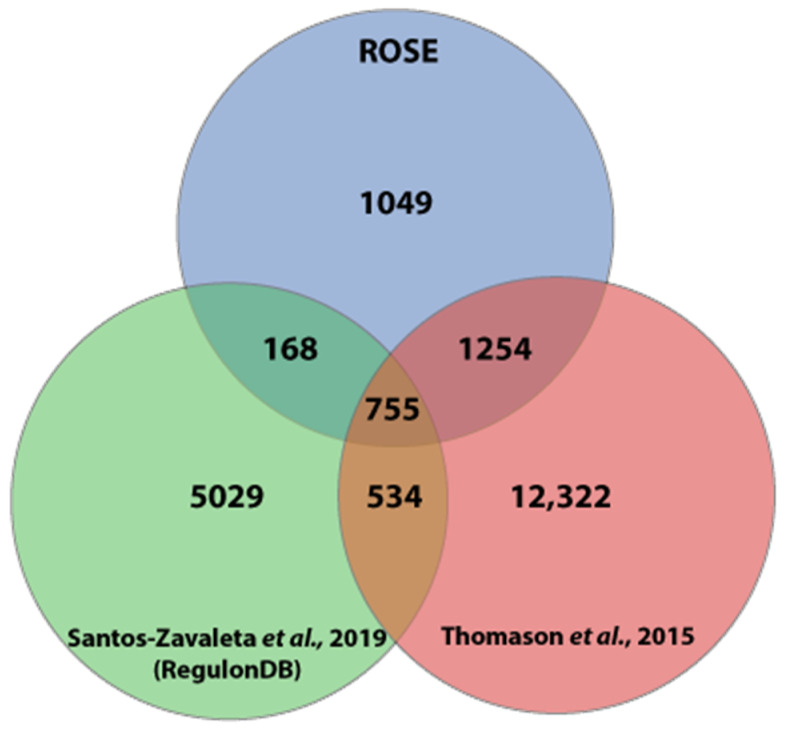
Comparison of transcription start sites (TSSs). TSS positions in the *E. coli* K-12 MG1655 genome from Thomason et al. [20], RegulonDB [22], and ROSE-Eσ70 (this study) have been compared. A difference of three nucleotides in either direction has been allowed.

**Figure 4:**
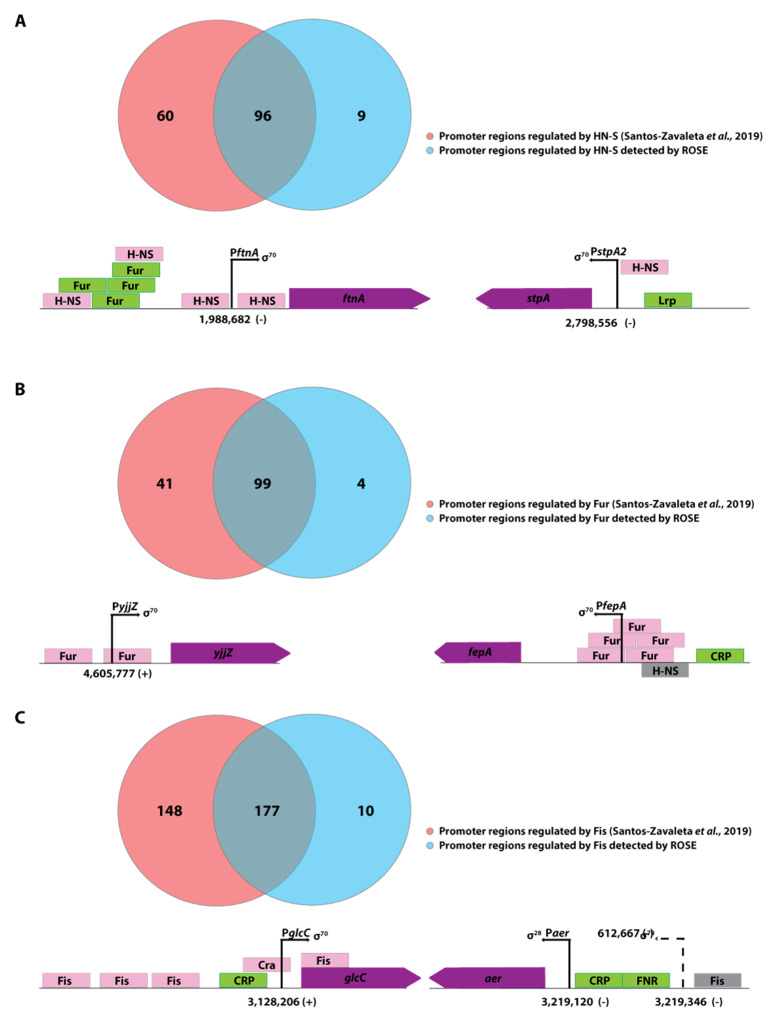
Analyses of the promoter regions regulated by the transcription factors H-NS, Fur and Fis with Venn diagrams and exemplary genomic regions. (**A**) H-NS with the illustration of promoter regions of *ftnA* and *stpA*, (**B**) Fur with the illustration of promoter regions of *yjjZ* and *fepA*, and (**C**) Fis with the illustration of promoter regions of *glcC* and *aer* described in RegulonDB [22] (red) and detected by ROSE-Eσ^70^ (blue). The genomic organization of the transcription units is depicted according to the EcoCyc database [27] (not to scale). The gene *aer* is illustrated with the known σ^28^-promoter *Paer* and the newly found TSS (dashed arrow) described by Thomason et al. [20] and identified by ROSE-Eσ^70^ and the Δ*fis* knockout strain.

**Figure 5:**
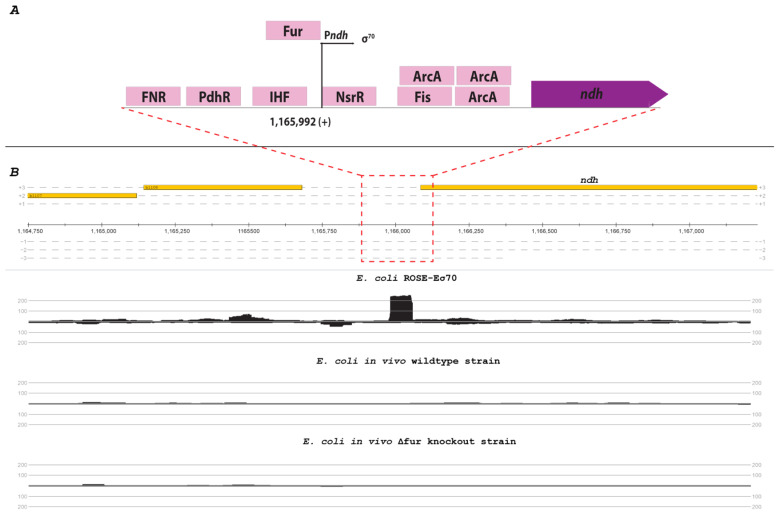
Promoter region and mapping results of the *ndh* gene. (**A**) Genomic organization of the transcription unit of *ndh* according to RegulonDB database [22] (not to scale). (**B**) Read count in the promoter region of *ndh* from the *E. coli* ROSE-Eσ^70^ (top), *E. coli* in vivo wildtype strain (middle), and *E. coli* in vivo Δ*fur* knockout strain. The mapping occurred on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

## Data Availability

Coverage tracks imported into the UCSC genome browser session (only for access during reviewing period): https://genome.ucsc.edu/s/dbrandt/schmidt_brandt_K-12_MG1655 (accessed on 24 May 2023) The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [62] and are accessible through GEO Series accession number GSE159312 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159312 (accessed on 24 May 2023). To review GEO accession GSE159312: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159312 (accessed on 24 May 2023) and enter token mtgpyqmullwlrcv into the box.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms11061388/s1, Table S1: Technical comparison between the two genome-wide in vitro transcription techniques ROSE and RIViT-seq. Table S2: Mapping statistics for all six 5′-end specific ROSE- Eσ^70^ libraries, Table S3: Mapping statistics for four 5′-end specific in vivo libraries, Table S4: Transcription start site detection parameters for ROSE-Eσ^70^ libraries, Table S5: Transcription start site detection parameters for in vivo libraries, Table S6: New potential promoter regions repressed by Fur-Fe^2+^, Fis and HN-S discovered by ROSE-Eσ^70^, Figure S1: Mapped reads of the 5′-end-specific transcript library, Figure S2: Distribution of the identified TSS by ROSE and by Thomason et al. in relation to their distance to the published TSS in RegulonDB, Figure S3: Coverage of mapped reads on the reference genome with focus on gene *stpA*, Figure S4: Coverage of mapped reads on the reference genome with an emphasis on gene *ftnA*, Figure S5: Coverage of mapped reads on the reference genome with an emphasis on gene *yjjZ*, Figure S6: Coverage of mapped reads on the reference genome with focus on gene *fepA*, Figure S7: Coverage of mapped reads on the reference genome with an emphasis on gene *glcC*, Figure S8: Coverage of mapped reads on the reference genome with focus on gene *aer*.

# Supplementary material for: Characterization of Bacterial Transcriptional Regulatory Networks in Escherichia coli through Genome-Wide In Vitro Run-Off Transcription/RNA-seq (ROSE)
**Source:** Microorganisms. 2023 May 25;11(6):1388. doi: 10.3390/microorganisms11061388
**Supplement:** Supplementary file 1

Supplementary data for Characterization of Bacterial Transcriptional Regulatory Networks in *Escherichia coli* through Genome-Wide *in vitro* Run-Off Transcription/RNA-seq (ROSE)

Table S1. Technical comparison between the two genome-wide *in vitro* transcriptome sequencing techniques ROSE and RIViT-seq [9].

	ROSE	RIViT-seq
**Isolation of genomic DNA**	- Three different isolation methods tested (Quick-DNA Universal Kit by Zymo, NucleoSpin Microbial DNA Kit by Macherey Nagel and Phenol-Chloroform Isoamyl alcohol DNA extraction)	- GenElute Bacterial Genomic DNA kit (MilliporeSigma)
**Digestion of genomic DNA**	- Random fragmentation (average size 6 kb) using gTubes (Covaris)	- Enzymatic digestion with <i>EcoRI</i> , <i>HindIII</i> , <i>BamHI</i> and <i>XhoI</i>
**RNA purification after <i>in vitro</i> transcription**	- RNeasy MinElute Kit (Qiagen)	- RNeasy MinElute Kit (Qiagen)
	- 100 ng RNA input	- 6 µg RNA input
	- Fragmented to an average size of 500 nt	- /
	- Digestion of transcripts with 5' di- and monophosphates by terminator exonuclease (Epicentre)	- /
**Primary transcript library generation**	- Ligation of RNA index adapters	- /
	- Treatment with RNA 5'-polyphosphatase (New England Biolabs)	- Treatment with RNA 5'-polyphosphatase (New England Biolabs)
	- Ligation of RNA adapters	- Ligation of RNA adapters
	- Reverse-transcription to cDNA using a sequence-independent loop adapter	- Reverse-transcription to cDNA using a random hexamer with an adaptor sequence
	- Amplification of cDNA with bar-coded primers	- Amplification of cDNA with bar-coded primers
**Whole-genome transcriptomics**	- /	- Stranded cDNA library generation using TrueSeq Stranded RNA Library Prep Kit (Illumina) and low sample protocol
	- High throughput single-end sequencing (1x75bp)	- High throughput paired-end sequencing (2x150bp)
**Sequencing and data processing**	- Illumina MiSeq	- Illumina MiSeq
	- Trimming using Trimmomatic	- Trimming using BBduk
	- Mapping with Bowtie2	- Mapping with HISAT2
	- TSS detection and visualization with ReadXplorer, Improbizer, and MEME/Weblogo	- TSS detection manually with read counts of samtools, motif visualization with MEME
**Sequence analysis**		- Differential Expression analysis with DESeq2

Table S2. Mapping statistics for all six 5'-end specific ROSE- Eo⁷⁰ libraries. Mapping statistics for ROSE- Eo⁷⁰ libraries with the isolation methods by Zymo Research (Z1; Z2), Macherey-Nagel (M1; M2) and with Phenol-Chloroform Isoamyl alcohol (P1; P2).

	

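The mappings of Table S2 were used as library sizes for RPM, and their mean over the 6 libraries was 1965255. The number of called TSSs was 4474 and 4797 with Macherey-Nagel, 4335 and 4181 with Zymo and 3344 and 3444 with phenol-chloroform DNA. The 10 strongest TSSs took 5.16% to 8.28% of the mappings of a library.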

Z1	Z2	M1	M2	P1	P2
**Mappings**	2,061,241	2,086,867	1,618,341	2,076,393	2,210,864	1,737,821
**Unique Mappings**	2,061,241	2,086,867	1,618,341	2,076,393	2,210,864	1,737,821
**Single Perfect Mappings**	1,572,385	1,553,410	1,240,224	1,533,963	1,680,056	1,305,272

Table S3. Mapping statistics for four 5'-end specific *in vivo* libraries. Mapping statistics for *in vivo* libraries of the wildtype strain (WT), the Δfur knockout strain (Δfur), the Δfis knockout strain (Δfis) and of the Δhms knockout strain (Δhms).

	

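The mean number of mappings of the 4 in vivo libraries was 906405. TSSs with at least 20 read starts numbered 449 in the wildtype, 344 in Δ*fur*, 535 in Δ*fis* and 448 in Δ*hns*. Called TSSs together held 65.6%, 63.9%, 60.6% and 52.1% of the mappings. After *rnpB*, the most read starts in the wildtype came from the regulatory RNA *csrC*, with 44968, and from the tmRNA gene *ssrA*, with 23065.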

WT	Δfur	Δfis	Δhms
**Mappings**	1,605,710	928,706	493,254	597,949
**Unique Mappings**	1,605,710	928,706	493,254	597,949
**Single Perfect Mappings**	1,288,944	760,574	344,796	438,708

Table S4. Transcription start site detection parameters for ROSE-Eo⁷⁰ libraries in ReadXplorer [13,17].

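ReadXplorer calls a TSS where the number of reads that start at a base, and the increase of coverage from the base before it, both exceed a minimum. The minimum is estimated from each library, so it differs between them. In the deposited lists the smallest increase of coverage at a called TSS was 122% to 148%, depending on the library.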

Parameter	Value
Minimum number of read starts:	7
Minimum percent of coverage increase:	148
Maximum low coverage read start count:	0
Minimum low coverage read starts:	0
Detect novel transcripts?	Yes
Minimum transcript extension coverage:	-
Maximum distance to feature of leaderless transcripts:	300
Associate nearby neighboring TSS?	Yes
Associate neighboring TSS in a bp window of:	3
Minimum mapping quality:	0
Single Perfect Match included:	Yes
Perfect Match included:	No
Single Best Match included:	Yes
Best Match included:	No
Common Match included:	No
Include multiple mapped reads:	Yes
Mapping strand selection:	Feature/analysis strand

Table S5. Transcription start site detection parameters for *in vivo* libraries in ReadXplorer [13,17].

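In the lists of the in vivo libraries the smallest increase of coverage at a called TSS was 28% to 32%, well below that of the ROSE libraries. A TSS in vivo can therefore be called on a smaller step of coverage.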

Parameter	Value
Minimum number of read starts:	1
Minimum percent of coverage increase:	32
Maximum low coverage read start count:	0
Minimum low coverage read starts:	0
Detect novel transcripts?	Yes
Minimum transcript extension coverage:	20
Maximum distance to feature of leaderless transcripts:	300

Associate nearby neighboring TSS?	Yes
Associate neighboring TSS in a bp window of:	3
Minimum mapping quality:	0
Single Perfect Match included:	Yes
Perfect Match included:	No
Single Best Match included:	Yes
Best Match included:	No
Common Match included:	No
Include multiple mapped reads:	Yes
Mapping strand selection:	Feature/analysis strand

Table S6. New potential promoter regions repressed by Fur-Fe²⁺, Fis and HN-S discovered by ROSE-E σ^{70} .

Transcription factor	Position of detected transcription start site	Potential repressed gene
**Fur-Fe²⁺**	87,999 bp	<i>cra</i>
	297,045 bp	<i>intF</i>
	2,037,669 bp	<i>yedV</i>
	3,313,170 bp	<i>rbfA</i>
**Fis**	257,943 bp	<i>crl</i>
	297,045 bp	<i>intF</i>
	953,680 bp	<i>pflB</i>
	1,010,924 bp	<i>uup</i>
	1,900,554 bp	<i>yoaE</i>
	3,371,426 bp	<i>nanT</i>
	3,384,275 bp	<i>mdh</i>
	3,805,312 bp	<i>waaS</i>
	4,561,366 bp	<i>yjiH</i>
	4,612,302 bp	<i>rsmC</i>
**H-NS**	297,045 bp	<i>intF</i>
	1,804,195 bp	<i>thrS</i>
	1,946,226 bp	<i>yebS</i>

2,481,794 bp	<i>evgA</i>
2,774,364 bp	<i>yffV</i>
3,154,942 bp	<i>yqhC</i>
3,227,445 bp	<i>ygjH</i>
4,327,049 bp	<i>crfC</i>
4,556,211 bp	<i>yjiC</i>

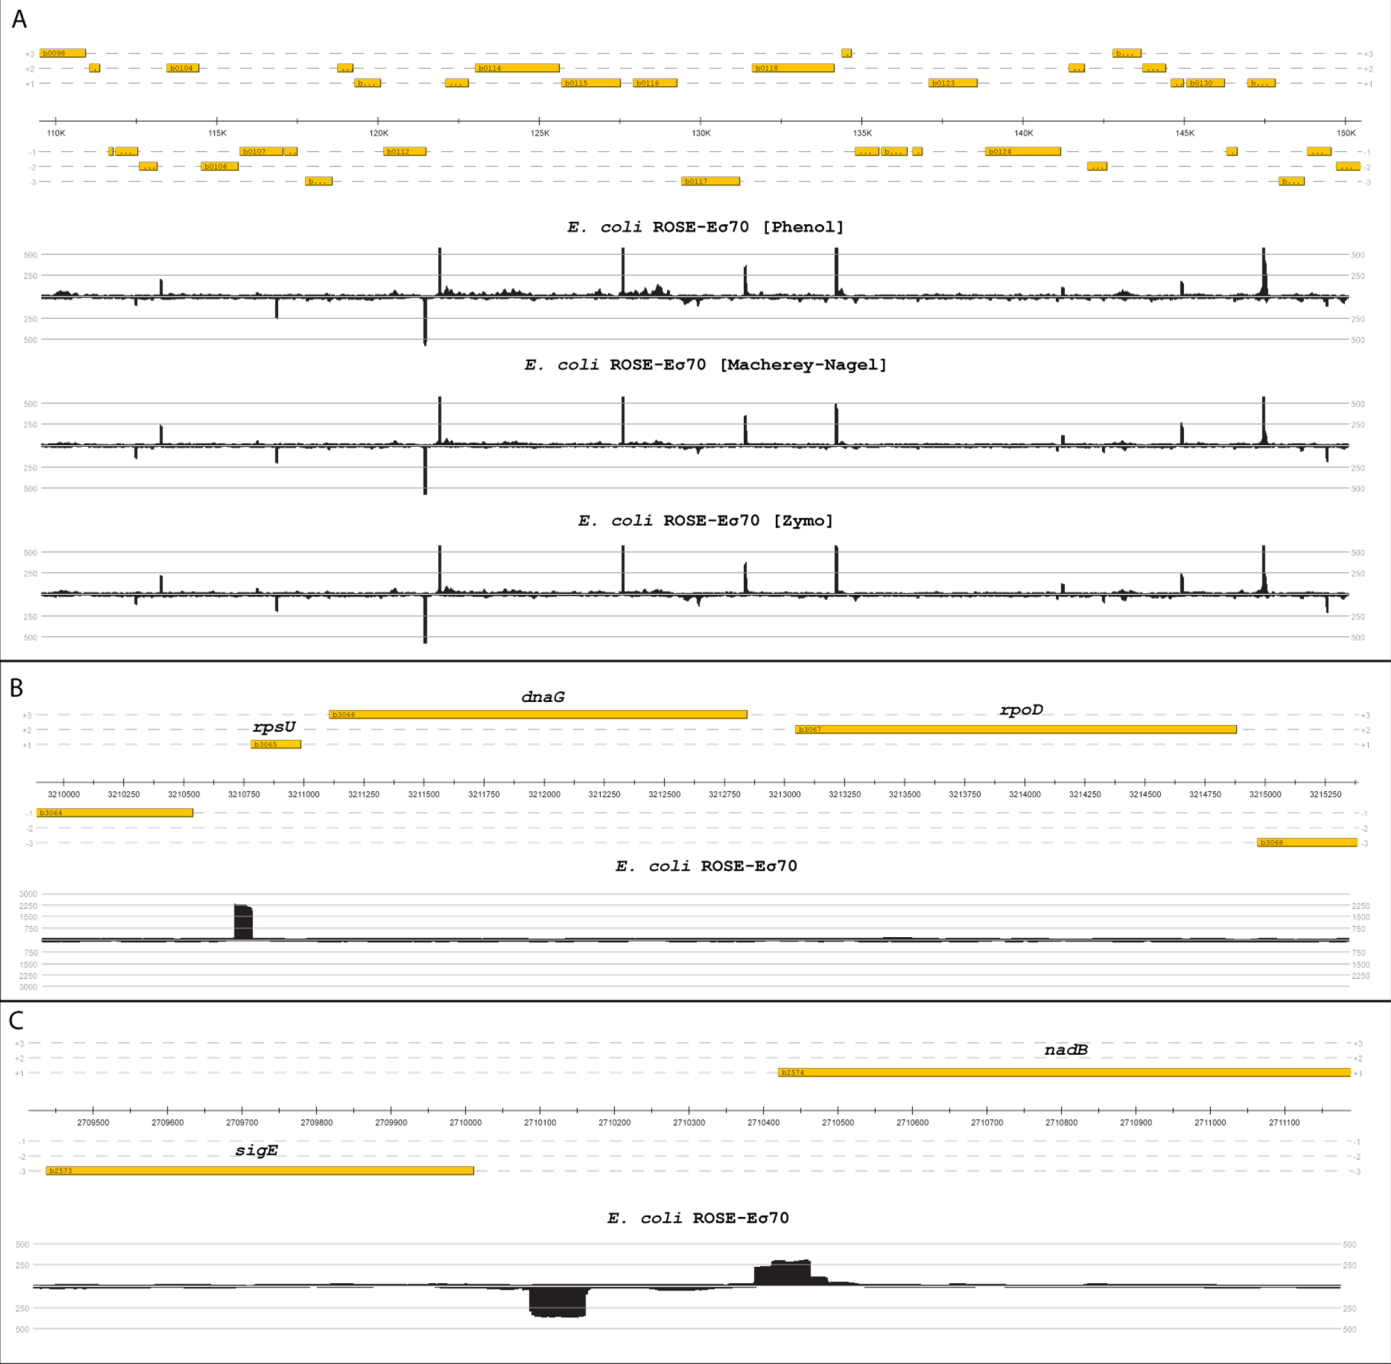

Figure S1. Mapped reads of the 5'-end-specific transcript library in exemplary genomic regions. The reads (black) are filtered and mapped to the reference genome U00096.3. The coverage of the reads associated to their respective location on the genome is visualized with ReadXplorer [13]. (A) Representation of the mapped read distribution in the genomic region 110,000-150,000 bp of the *E. coli* genome. The genomic DNA for the ROSE-E σ^{70} experiment was isolated with Phenol-Chloroform Isoamyl alcohol (top), with the NucleoSpin Microbial DNA Kit from Macherey-Nagel (middle) and with the Quick-DNA Universal Kit from Zymo (bottom). (B) Exemplary read stack for the *rpsU-dnaG-rpoD* operon generated by ROSE-E σ^{70} . (C) Exemplary read stacks for the genes *nadB* on the sense strand and *sigE* on the antisense strand generated by ROSE-E σ^{70} .

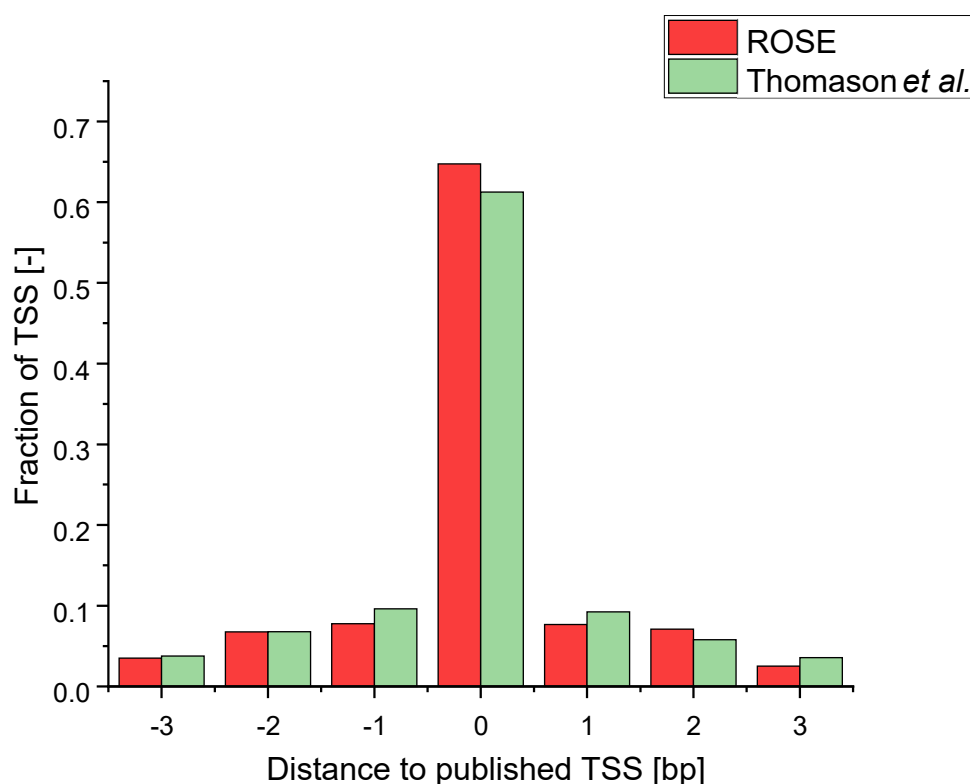

Figure S2. Distribution of the identified transcription start sites (TSS) by ROSE and by Thomason *et al.* [20] in relation to their distance to the published TSS in RegulonDB [22].

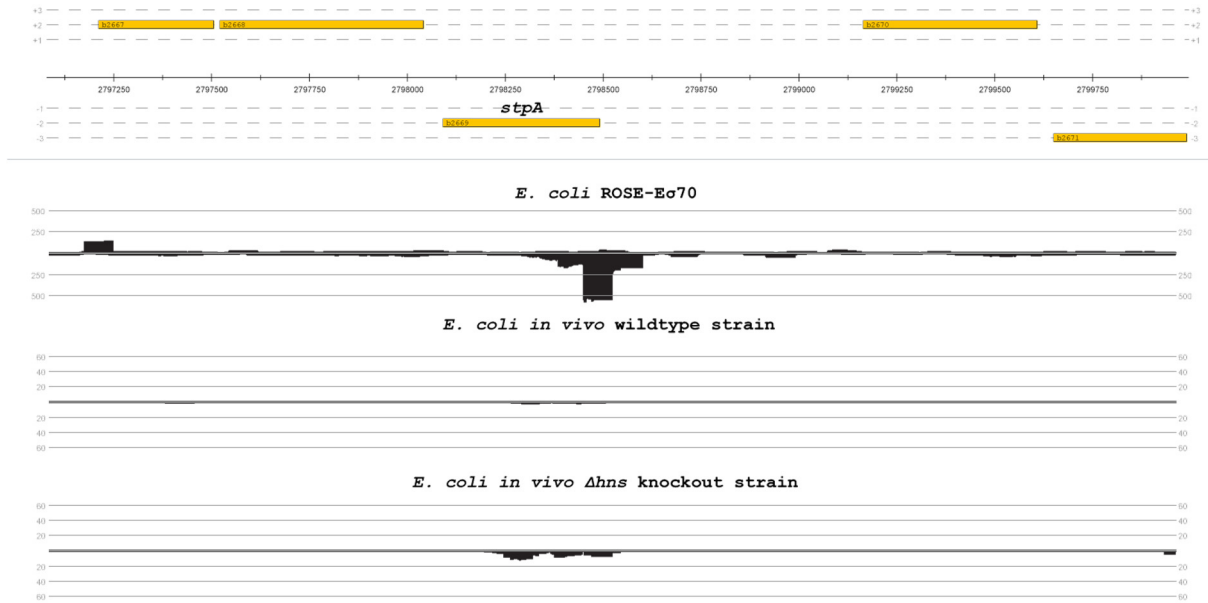

Figure S3. Coverage of mapped reads on the reference genome with an emphasis on gene *stpA*. Readcount in the promoter region of *stpA* from the *E. coli* ROSE-E σ 70 (top), *E. coli* in vivo Wildtype strain (middle) and *E. coli* in vivo Δhns knockout strain (bottom). The mapping took place on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

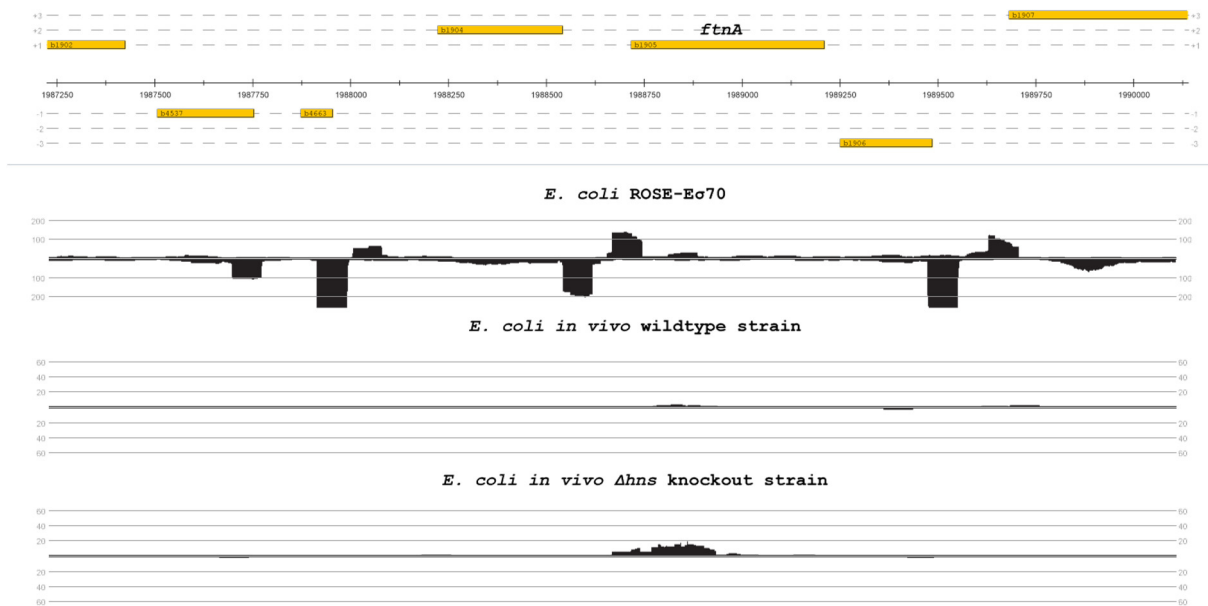

Figure S4. Coverage of mapped reads on the reference genome with an emphasis on gene *ftnA*. Readcount in the promoter region of *ftnA* from the *E. coli* ROSE-E σ 70 (top), *E. coli* in vivo Wildtype strain (middle) and *E. coli* in vivo Δhns knockout strain (bottom). The mapping took place on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

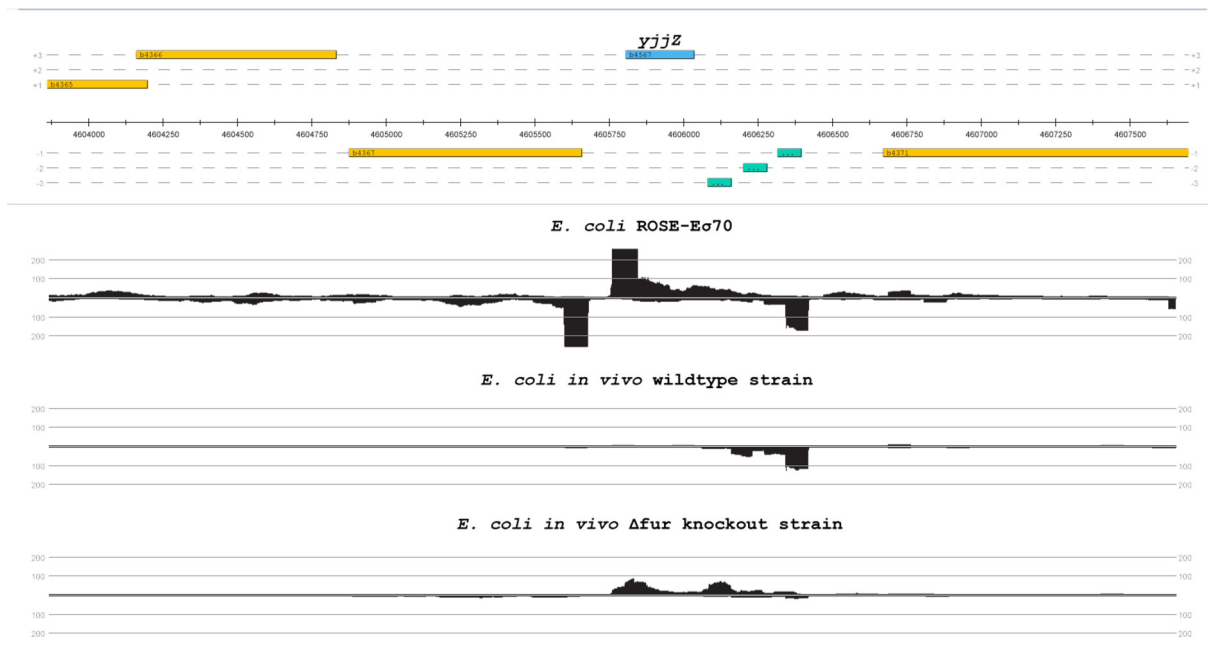

Figure S5. Coverage of mapped reads on the reference genome with an emphasis on gene *yjjZ*. Readcount in the promoter region of *yjjZ* from the *E. coli* ROSE-Eσ⁷⁰ (top), *E. coli* in vivo Wildtype strain (middle) and *E. coli* in vivo Δ*fur* knockout strain (bottom). The mapping took place on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

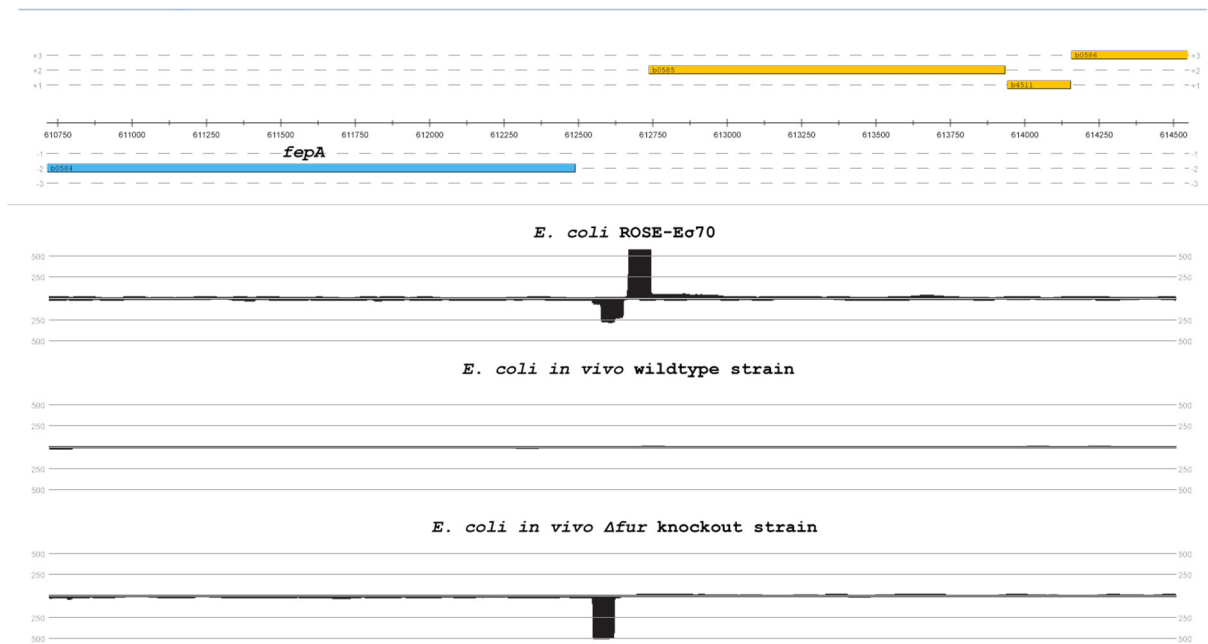

Figure S6. Coverage of mapped reads on the reference genome with an emphasis on gene *fepA*. Readcount in the promoter region of *fepA* from the *E. coli* ROSE-Eσ⁷⁰ (top), *E. coli* in vivo Wildtype strain (middle) and *E. coli* in vivo Δ*fur* knockout strain (bottom). The mapping took place on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

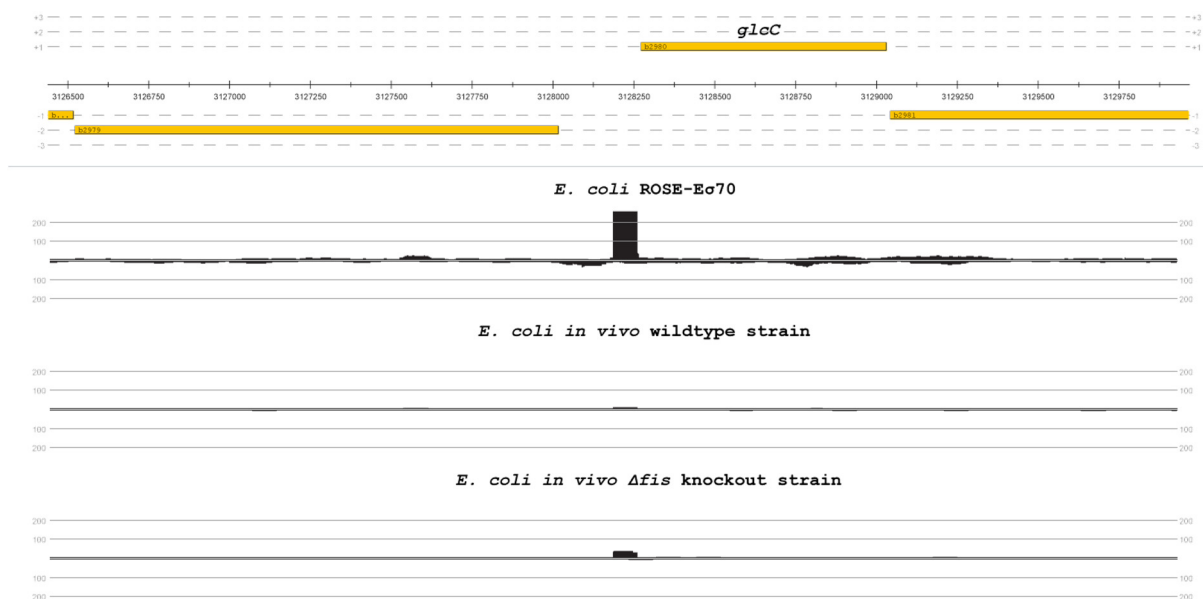

Figure S7. Coverage of mapped reads on the reference genome with an emphasis on gene *glcC*. Readcount in the promoter region of *glcC* from the *E. coli* ROSE-E σ^{70} (top), *E. coli* *in vivo* Wildtype strain (middle) and *E. coli* *in vivo* Δ *fis* knockout strain (bottom). The mapping took place on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

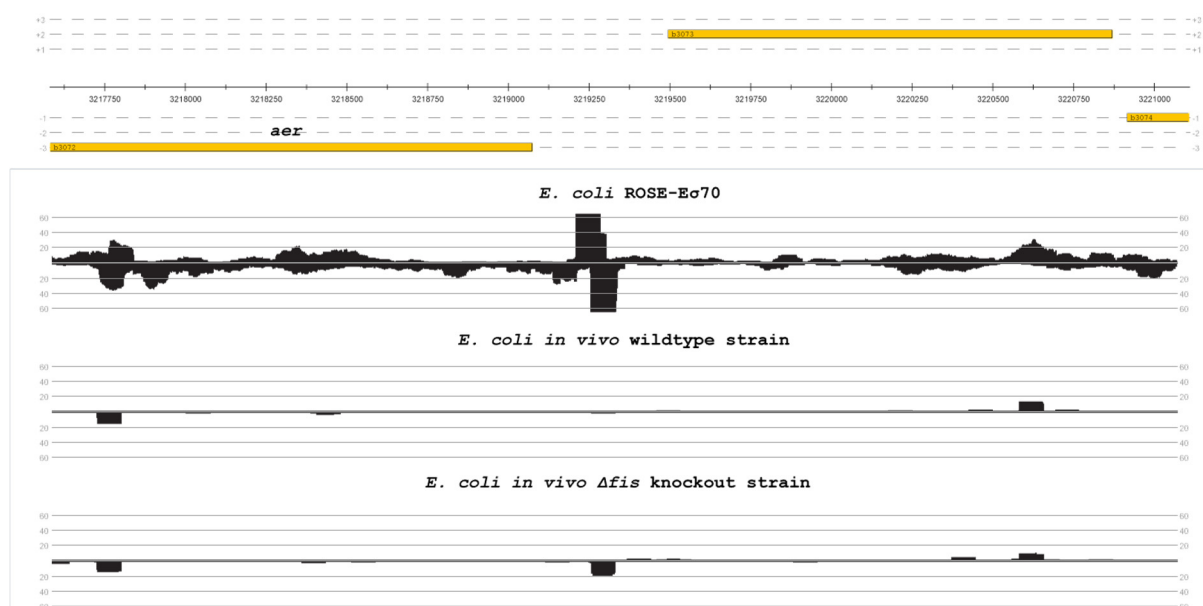

Figure S8. Coverage of mapped reads on the reference genome with an emphasis on gene *aer*. Readcount in the promoter region of *aer* from the *E. coli* ROSE-E σ^{70} (top), *E. coli* *in vivo* Wildtype strain (middle) and *E. coli* *in vivo* Δ *fis* knockout strain (bottom). The mapping took place on the respective reference genome (U00096.3) and is visualized with ReadXplorer [13].

How the deposited data were processed for this re-analysis (not part of the article)

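Transcription start sites (TSSs) were analysed in 6 ROSE libraries, which are in vitro run-off transcription of *E. coli* K-12 MG1655 DNA by Eσ70, and in 4 in vivo libraries of strain BW25113 and its Δ*fur*, Δ*fis* and Δ*hns* derivatives. The ROSE libraries comprise 2 technical replicates for each of 3 ways to isolate the DNA, and there is 1 in vivo library per strain.

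The authors trimmed the reads with Trimmomatic 0.3.5, mapped them to the MG1655 genome with Bowtie2 2.3.0 and called TSSs in each library with ReadXplorer and automatic parameter estimation. The deposited values used here are raw counts of read starts at each called TSS, without normalization, and the increase of coverage at the TSS in percent of the coverage before it. Replicates were not pooled, and only called TSSs are listed. Library sizes were taken from Tables S2 and S3, which give 1618341 to 2210864 mappings for ROSE and 493254 to 1605710 in vivo. For count data of this kind the precision follows from the counts, and exact Poisson intervals (counts), conditional binomial intervals (ratios of counts) and Clopper-Pearson intervals (shares) at 95% are given. They cover counting error only.

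Calls of different libraries were joined on the same strand within 3 nt of the strongest call, and TSSs called in at least 4 of the 6 ROSE libraries form the ROSE set. Gene positions came from the RefSeq gene table of assembly ASM584v2 with 4651 genes. That table has no strand, so strands were taken from the features named in the lists (2748 genes) or from the reading frame in the sequences around the TSSs (577 genes). A TSS was primary within 300 nt upstream of a gene start on its strand, else intragenic inside a gene on its strand, else antisense on the other strand of a gene or within 100 nt of it, else orphan. Promoter hexamers were searched in the 50 nt upstream of each TSS that the lists give. The control was planned as 10000 random positions of the genome. With no genome sequence at hand, 10000 positions were drawn from the 664706 bases whose sequence the lists cover. They lay more than 10 nt away from any call on the same strand. A second control, 3 shuffles of each upstream sequence, was chosen after the data were seen.

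Isolation methods were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test on the 2198 TSSs called in all 6 libraries, with library sizes from Table S2 scaled by TMM, 3 groups in 1 fit with 3 residual degrees of freedom, and Benjamini-Hochberg adjustment over the TSSs of each comparison at a threshold of 0.05. The common dispersion was 0.0352. The fit was tested on simulated data with 200 changed TSSs. DESeq2 1.42.0 was an alternative. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 served for the rest.

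For each knockout, ROSE TSSs with a call within 3 nt in the knockout and none in the wildtype were counted, and the reverse. The overlaps between knockouts were set beside 1000 simulations in which all libraries were drawn from rates pooled over the 4 libraries, with uncalled TSSs as 0 and only the minimum of read starts as the limit of a call. Ratios of RPM were given for TSSs called in both libraries. With 1 library per strain no test was run. Lists of genes were described by the percentile of their median log2 ratio among 10000 random lists of equal size matched on mean read starts. Detection by ROSE was tested for 17 gene lists with 2-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the lists. The lists cover σ70 housekeeping genes, genes repressed by LexA, by amino acid regulators, by PurR, by Fur, by H-NS or by Fis, RyhB targets, acid resistance, motility, stable RNA, activator-dependent genes and genes of σ24, σ28, σ32, σ38 and σ54.

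Some gene lists hold genes whose ROSE result the paper reports, such as *araB* and *alkA* or *yjjZ* and *fepA*, so these results were already known. The lists, tests, thresholds and alternatives were chosen before the data were examined, except where stated. So was the rule for the genes named. It covers every gene or position the paper names, up to 4 members of a list with the most read starts, the 10 strongest ROSE TSSs, the 10 TSSs with the smallest adjusted p of each comparison of isolation methods, the 20 strongest TSSs of each knockout set, the 10 largest ratios in each direction per knockout among TSSs with at least 20 read starts in 1 library, and the knocked-out genes. Further list members, and the genes *csrC* and *ssrA* of the wildtype library, were chosen after their values were seen.

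Alternatives changed 1 choice at a time. They were the number of libraries that must call a TSS, a minimum of 20 read starts, the joining window, the order and distance of the classes, the number of matching bases, the scaling and filter of the edgeR fit, DESeq2, a replicate block, each library left out in turn, the distance upstream of genes, and the window, minimum and scaling of the in vivo comparison. Motif searches by Improbizer, comparisons with other TSS collections and a stationary-phase sample were not analysed here.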

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

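The rules by which explanations are weighed in this part were set after the results were seen. Those of the Fur box and of AT content were set before. The percentiles of whole gene lists and the comparisons of isolation methods were planned. Strong TSSs were found in the knockout libraries at genes that the paper does not discuss, each with a call in ROSE and none in the wildtype library. In Δ*fur* these were *cirA* with 319 read starts, *fiu* with 107 and *flgA* with 98. In Δ*fis* they were *mltA* with 48, *ptrA* with 46, *bssR* with 27, *rpsK* with 24 and *grxD* with 21. In Δ*hns* they were *flgA* with 84, *bglG* with 33 and a site inside *ydbD* with 32. Among 34 groups of 6 libraries tested for a single deviating library, none had one. Promoters without a call in all 6 libraries were not tested in this way. An example is the *stpA* TSS at position 2798537, which Macherey-Nagel replicate 1 did not call.

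Of the ROSE TSSs called in a knockout and not in the wildtype, 116 in all, 22 were called in at least 2 knockouts. Δ*fur* and Δ*fis* shared 11 (0.684 for independent lists, 0.541 in simulations against the same wildtype), Δ*fur* and Δ*hns* 8 (0.446 and 0.030) and Δ*fis* and Δ*hns* 11 (1.10 and 0.090). The simulations take uncalled TSSs as 0, so they hardly allow for TSSs that the wildtype list missed, and part of the excess may come from the shared wildtype library. The loss of 1 regulator, the single wildtype library and the growth of the knockouts with kanamycin cannot be told apart here, since all 3 knockouts are compared with the same library, and 4 TSSs were called in all 3, *rpsK* among them.

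Phenol-chloroform libraries had fewer called TSSs, at most 3444 against at least 4181 in the other 4. Library size is argued against by the ratio of mean mappings, 1.01. A minimum of read starts set per library is argued against as well, because at 20 read starts for all libraries the highest phenol-chloroform count was 2036 and the lowest of the others 2400.0. A larger share of reads that start outside TSSs is consistent with the values, as the TSSs called in all 6 libraries took at most 26.5% of phenol-chloroform mappings and at least 30.2% of the others. No biological explanation was tested, because the transcription reaction was the same.

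Read starts at stable RNA TSSs (rRNA and tRNA) were lower in each knockout than in the wildtype relative to other TSSs. The list's median log2 ratio was −1.16 in Δ*fur*, 1.29 in Δ*fis* and −0.94 in Δ*hns*, at percentiles of 0.06, 0.11 and 0.00 among random lists, against medians of all TSSs of 0.53, 2.02 and 1.29. The share taken by *rnpB* would move all TSSs by 1 factor and leave the percentiles as they are, so they do not depend on it. Lower Fis remains open. The list was also at 0.06 or lower in Δ*fur* and Δ*hns*, where the promoter of *dusB* and *fis* was lower too. Reads shared between rRNA copies are argued against in Δ*fis* and Δ*hns*, where the tRNA members alone were at percentiles 0.80 and 0.21, and remain open in Δ*fur*, where 8 tRNA TSSs were at 4.57. A difference between the wildtype culture and all knockout cultures cannot be told apart from the loss of the regulators, as the list was lower in 3 of 3 knockouts and the design has 1 wildtype library.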

How the results depend on the processing

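Of the settings reported here, only the shuffled control was chosen after the data were seen. Over 1015 recomputed values, 816 kept their side of the threshold or moved less than their error, 80 no longer passed the threshold, 7 newly passed it and 112 moved. Lists were judged against random lists, and the sign of their medians depends on scaling. With median ratio scaling, stable RNA in Δ*fis* went from 1.29 to −0.73 and housekeeping genes in Δ*fis* from 1.79 to −0.24. The in vivo results are limited by 1 library per strain, by kanamycin stated only for the knockouts and by low counts. The TSSs gained in a knockout had a median of 8 read starts, and TSSs below the minimum of a call are not listed at all.

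With at least 3 of 6 libraries, primary TSSs made up 47.5%, antisense TSSs 27.2%, and 1 list was detected less often than other genes instead of 2. With all 6 libraries there were 2198 TSSs, 55.8% primary, 14.5% intragenic and 21.9% antisense. With at least 20 read starts in each library that counts there were 2139, with 55.4% primary, 14.6% intragenic, 22.4% antisense and 3.18% orphan, and 1 list was detected less often. These sets hold fewer or more TSSs by construction. With antisense limited to 0 nt, antisense TSSs made up 20.3% and orphans 10.6%, and with intragenic placed before primary these classes were 21.1% and 45.1%. With 500 nt upstream 1 list was detected less often. Leaving out each library in turn gave 2852 to 3142 TSSs, 50.6% to 52.2% primary, 23.9% to 25.3% antisense and 1 to 2 lists detected less often. Nucleotide and hexamer shares kept within their intervals at each left-out library. The list that was lost is that of activator-dependent genes. Among single lists, 190 of 204 values kept their side of the threshold, 9 no longer passed and 5 newly passed.

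Isolation methods depend on scaling and on single libraries. Without TMM, 586 TSSs differed between Macherey-Nagel and phenol-chloroform and 79 between Zymo and phenol-chloroform, the majority turned from lower to higher (557 of 586 and 72 of 79 higher), and the median log2 fold change moved to 0.61 and 0.32 (0.24 between Macherey-Nagel and Zymo). DESeq2 called 114 (21 higher, 93 lower) and 80 (25 higher, 55 lower). With TSSs of at least 4 libraries and uncalled ones at 0, it was 96 (69 higher, 27 lower) and 69 (59 higher, 10 lower). Leaving out each library in turn gave 0 to 166 for Macherey-Nagel against phenol-chloroform, 0 to 161 for Zymo against phenol-chloroform (0 without either Zymo or either phenol-chloroform library, 161 and 160 without Macherey-Nagel replicates 1 and 2) and 0 to 34 for Macherey-Nagel against Zymo (34 without Macherey-Nagel replicate 1, 2 without its replicate 2). Without a library its method has 1 left, which is assumed to vary like the other groups. The cause was not tested. At single TSSs, 252 of 323 values kept their side of the threshold, 69 no longer passed and 2 newly passed.

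With the replicate number as a block, Zymo against phenol-chloroform gave 6 TSSs in place of 16, Macherey-Nagel against phenol-chloroform 87 in place of 88, and the third comparison 0. Deviations of libraries with the same number correlated at 0.27 (Macherey-Nagel and Zymo), −0.06 (Macherey-Nagel and phenol-chloroform) and −0.02 (Zymo and phenol-chloroform). The highest r of all pairs of libraries, 0.977, was between replicate 1 of Macherey-Nagel and replicate 1 of Zymo. A factor shared by number between the Macherey-Nagel and Zymo libraries therefore cannot be excluded. The main fit did not treat libraries as paired.

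For the ROSE TSSs gained in a knockout, at least 10 read starts left 9 in Δ*fur*, 18 in Δ*fis* and 20.0 in Δ*hns*. The ROSE set of all 6 libraries left 18 in Δ*fur* and 45 in Δ*fis*. When a TSS with at least 5 times fewer RPM in the wildtype also counted as absent there, Δ*fis* gained 162 and Δ*hns* 72. The cause was not tested beyond the smaller or larger sets that these settings make. Among single TSSs with a ratio, 65 of 120 values stayed within their interval, 55 moved and 0 changed sign, the moves following the median shifts of scaling.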

Differences from the paper's values

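Intragenic TSSs made up 16.1% here, where the paper's value is 24.4%. The values are within 1.5-fold with at least 3 of 6 libraries (17.1%) and with intragenic placed before primary (21.1%), and not with the other alternatives set before the data were examined.

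A −35 region was found at 1237 TSSs, where the paper's value is 2922. Both regions were found at 1131 TSSs, where the paper's value is 2838. Neither region was found at 120 TSSs, where the paper's value is 11. The paper's motif search scores a sequence and states no number of matches, so these counts are at different thresholds. Of the alternatives set before the data were examined, only at least 3 matching bases brings the values within the limit, with 2902, 2887 and 15. At least 5 matching bases gave 283, 108 and 1163, and the alternatives on the TSS set, on read starts, on the joining window and on left-out libraries stayed outside as well.

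At *fepA*, ROSE gave 139 read starts on average, where the paper's value is 348. No alternative was set for the read starts of a single promoter.

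Some statements of the paper differ from the lists. The paper places the *stpA* TSS at a position where no library had a call, and the nearest ROSE TSS lay 19 nt away. It reports transcription of *stpA* and *ftnA* in Δ*hns*, and the Δ*hns* list had no call at either gene, while *hdeA*, *bglG* and *rcsA* from the same group had 200, 33 and 17 read starts. Its Figs. S3 and S4 show coverage, which the lists do not give. The *glcC* TSS lay 3 nt and the *ndh* TSS 1 nt from the paper's positions. The paper gives *ndh* a number of ROSE read starts that 1 of the 6 libraries exceeded, with 206, and the mean was 174. In Δ*fur* the *fepA* TSS lay 29 nt from that in ROSE.

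The paper lists 23 entries of genes potentially repressed by Fur, Fis or H-NS, and 3 of these had a call in the knockout of their regulator. It states that *yjjZ* had no read starts in vivo in its discussion and reports them for Δ*fur* in its results, and the lists gave 18 in Δ*fur* and 6 in Δ*fis*.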

Other observations

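Of 17 motility genes, 7 had a call in Δ*fur*, 7 in Δ*hns*, 1 in Δ*fis* and 0 in the wildtype, and 10 were called in neither Δ*fur* nor the wildtype. *fliC*, the flagellin gene, had 493 read starts in Δ*fur* and 360.0 in Δ*hns*, *fliA*, the flagellar sigma factor gene, 61 and 54, *fliL* 30.0 and 15, *fliF* 27 and 22, and *fliD* 17 and 26. Of the 17 genes only *flgA* and *aer* had a ROSE TSS. The TSSs of σ38 genes called in both Δ*fur* and the wildtype had more RPM in Δ*fur*, with a median log2 ratio of 2.23 over 6 TSSs, each above the median of all TSSs, at percentile 100.0 of random lists. σ70 housekeeping genes fell in the same library, with a median of −0.97 at percentile 0.13.

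Some single TSSs changed strongly. In Δ*fur*, *aceB* of the glyoxylate shunt had 7403 read starts against 1186 in the wildtype, 2.91 on the log2 scale above the median of all TSSs, with 4352 in Δ*hns* and 2355 in Δ*fis*, and the ferric citrate receptor gene *fecA* 45 against 5 (3.43). *pdhR* fell to 7 from 143 (−4.09), with 17 in Δ*hns* and 91 in Δ*fis*. In Δ*fis*, *topA* rose to 68 from 6 (3.18), with 31 in Δ*fur* and 30.0 in Δ*hns*, and *secG* fell to 89 from 1130.0 (−3.99), with 135 in Δ*fur* and 70.0 in Δ*hns*. In Δ*hns*, the biofilm regulator gene *bssS* rose to 279 from 18 (4.09), with 62 in Δ*fur*. The tmRNA gene *ssrA* fell to 709 from 23065 (−4.89), with 15013 in Δ*fur* and 3438 in Δ*fis*. The initiator tRNA gene *metZ*, with 12827 in the wildtype, fell to 515 in Δ*fur*, 2303 in Δ*fis* and 403 in Δ*hns*. Each value comes from 1 library per strain.

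The tests in the rest of this part were set before their results were seen. If loss of Fur opened promoters that carry a Fur box, the 28 ROSE TSSs called in Δ*fur* and not in the wildtype should carry one more often than other ROSE TSSs. A box was a stretch with at least 12 of 19 bases matching the Fur consensus in the 81 nt around the TSS that the lists give, and 8 of 28 had it (28.6%) against 20.5% of the others (odds ratio 1.55, p = 0.345 from a 2-sided Fisher's exact test). The same search found a box at 22 of 24 ROSE TSSs of the Fur-repressed list (91.7%, p = 1.1e-13 from the same exact test). The explanation remains open for the set as a whole. A box was present at *yjjZ* (17 matches), *fiu* (15), *entC* (15) and *cirA* (14), so direct repression by Fur may account for these and not for most others.

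H-NS binds AT-rich DNA, so promoters opened in Δ*hns* might be richer in A and T. The 45 ROSE TSSs called in Δ*hns* and not in the wildtype were lower, with 56.9% A and T. The other ROSE TSSs had 60.7% (p = 0.0032 from a 2-sided permutation test), the opposite of the prediction. Only 627 of the 3337 ROSE TSSs had a call in any in vivo library. Most TSSs compared with the set thus had no call in cells, and the test cannot decide on H-NS. The sets of Δ*fur*, with 57.3% (p = 0.041), and Δ*fis*, with 55.7% (p = 2e-05, the smallest that the permutations can give), were lower too, so the low AT content is not particular to Δ*hns*.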
